# Dual RNA-seq transcriptome analysis of caecal tissue during primary *Eimeria tenella* infection in chickens

**DOI:** 10.1186/s12864-021-07959-7

**Published:** 2021-09-14

**Authors:** Arnar K. S. Sandholt, Eva Wattrang, Tobias Lilja, Harri Ahola, Anna Lundén, Karin Troell, Staffan G. Svärd, Robert Söderlund

**Keywords:** *Eimeria tenella*, Chicken, Dual RNA-seq analysis, Immune responses

## Abstract

**Background:**

Coccidiosis is an infectious disease with large negative impact on the poultry industry worldwide. It is an enteric infection caused by unicellular Apicomplexan parasites of the genus *Eimeria*. The present study aimed to gain more knowledge about interactions between parasites and the host immune system during the early asexual replication phase of *E. tenella* in chicken caeca. For this purpose, chickens were experimentally infected with *E. tenella* oocysts, sacrificed on days 1–4 and 10 after infection and mRNA from caecal tissues was extracted and sequenced.

**Results:**

Dual RNA-seq analysis revealed time-dependent changes in both host and parasite gene expression during the course of the infection. Chicken immune activation was detected from day 3 and onwards with the highest number of differentially expressed immune genes recorded on day 10. Among early (days 3–4) responses up-regulation of genes for matrix metalloproteinases, several chemokines, interferon (IFN)-γ along with IFN-stimulated genes *GBP, IRF1* and *RSAD2* were noted. Increased expression of genes with immune suppressive/regulatory effects, e.g. *IL10, SOCS1*, *SOCS3*, was also observed among early responses. For *E. tenella* a general up-regulation of genes involved in protein expression and energy metabolism as well as a general down-regulation genes for DNA and RNA processing were observed during the infection. Specific *E. tenella* genes with altered expression during the experiment include those for proteins in rhoptry and microneme organelles.

**Conclusions:**

The present study provides novel information on both the transcriptional activity of *E. tenella* during schizogony in ceacal tissue and of the local host responses to parasite invasion during this phase of infection. Results indicate a role for IFN-γ and IFN-stimulated genes in the innate defence against *Eimeria* replication.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07959-7.

## Background

Coccidiosis is regarded as one of the most important infectious diseases in modern poultry rearing with significant impact on animal health, animal welfare and industry economy [1–3]. The infection causes gastrointestinal disease with symptoms ranging from decreased feed conversion to acute deaths. A recent calculation of the costs of coccidiosis prophylaxis, treatment and losses in chickens estimated a yearly global cost of £10.4 billion at 2016 prices [4]. Prophylactic coccidiostat medication and live vaccines are available, but carry drawbacks such as resistance development, limited supply of the vaccines, costs and ethical concerns [3, 5]. Hence, the development of new sustainable control methods is demanded by the industry, but will require a better understanding of the biology of *Eimeria* infection in the chicken host.

The disease is caused by Apicomplexan parasites of the genus *Eimeria* with seven chicken specific *Eimeria* species [1–3]. The clinical outcome of infection varies between the *Eimeria* species and with infection dose, age and immune status of the bird. The life cycle of *Eimeria* is monoxenous and involves three phases: sporulation of oocysts that occur outside the host, asexual replication involving several repeated generations (schizogony), and sexual replication (gametogony), that both occur inside the host. Detailed knowledge on specificities of the *Eimeria* life cycle such as virulence factors, immune evasion mechanisms and proteins recognised by the host immune system is still limited and often inferred from more extensively studied Apicomplexans such as *Toxoplasma gondii*. For example, functions of parasite organelles and proteins from these such as the rhoptry, dense granules and micronemes have been identified with roles in the entry of Apicomplexans into host cells and establishment of the intracellular parasitophorous vacuole [6–9]. Corresponding genes and proteins have in some cases also been identified for *Eimeria*, e.g. rhoptry kinases (ROPK) [10, 11] and micronemes [12, 13]. Moreover, particularly for *T. gondii* several proteins involved in immune recognition and parasite immune evasion have been identified [14, 15] while for *Eimeria* such knowledge is much more limited. Nonetheless, for glycosylphosphatidylinositol (GPI)-anchored surface antigens (SAGs), that have been pointed out in parasite immune recognition, 23 genes have been fully sequenced and identified for *Eimeria tenella* [16]. One of these, *SAG19* has also been structurally defined [17]. Among these *E. tenella* SAGs, SAG4, SAG5, and SAG12 have been shown to be highly immunogenic, stimulate production of nitric oxide, induce expression of *IL1β* and *IL10* and reduce expression of *IL12* and *IFNG* [18].

It is well established that *Eimeria* infection induces species-specific immunity in chickens after single or repeated infections [1, 5]. Protective immunity is thought to be strongly dependent on a Th1-type T-cell response with interferon (IFN)-γ as a key component [5, 19]. Nonetheless, the mechanisms involved in induction of protective immune responses as well as the effector mechanisms involved in parasite control in immune chickens remain largely unknown. The initiation of immune responses is a complex process dependent on both host and parasite traits. Transcriptome analysis may offer a possibility to achieve a more complete picture of complex immune responses, especially in animal species such as the chicken for which the availability of immunological reagents is limited. Earlier studies using microarray-based methodology to study RNA expression in intra-epithelial lymphocytes [20–22] or caecal epithelial cells [23] from *Eimeria* infected chickens have indeed contributed e.g. evidence of the immune pathways activated by *Eimeria* infection such as interleukin and TLR signalling. These studies were however limited to the genes included on the arrays and did not include parasite gene expression. The more recent methodology of RNA-seq offers a comprehensive transcriptome analysis and with dual RNA-seq both host and parasite RNA-expression can be analysed simultaneously, which gives a further dimension to host-parasite interactions [24–28]. We have previously applied this methodology to follow the kinetics of gene expression in chicken macrophage cells infected with *E. tenella* sporozites in vitro during the first round of asexual replication [29]. Results from this study showed early up-regulation of chicken immune related genes at 2–12 h post infection (hpi) followed by strong down-regulation at 24 hpi and a subsequent up-regulation at 72 hpi which coincides with the release of merozoites from first generation schizonts. Results also suggested involvement of pattern recognition receptors (PRRs) mannose receptor C type 2 (MRC2), Toll-like receptor 15 (TLR15) and NOD-like receptor family CARD domain containing 5 (NLRC5) in *E. tenella* innate recognition and revealed *E. tenella* genes such as rhoptry kinases and microneme proteins with distinct expression patterns during this phase of the life cycle. In order to monitor more of the early *E. tenella* life cycle and to include the full host immune system the aim of the present study was to apply the dual RNA-seq methodology in vivo.

*E. tenella* is considered a highly pathogenic species and performs the entire schizogony and gametogony of the life cycle in the caeca of chickens [1–3]. The focus of the present study was immune events and parasite activities during invasion and first and second rounds of asexual *E. tenella* replication, 1–4 days post infection (dpi). Approximately 4 h after ingestion of oocysts *E. tenella* sporozoites invade epithelial cells at the tip of the caecal fold and then migrate to the crypt epithelium where first generation schizonts develop [30]. The mature schizonts rupture and first generation merozoites are released into the caecal lumen and invade epithelial cells. The infected enterocytes subsequently migrate through the basement membrane and second generation schizonts develop in the lamina propria. A third round of asexual replication then takes place in the caecum epithelium before sexual replication commences. For the *E. tenella* Houghton strain used in the present study first generation schizonts are reported first to appear 48 hpi with maximum numbers observed at 60 hpi [31]. The corresponding figures for second and third generation schizonts, respectively, were 84 and 108 hpi for first appearance and 96 and 114 hpi for maximum numbers.

## Results

### Clinical outcome of the *E. tenella* infection

In this study thirty-six chickens were infected with *E. tenella* on experimental day 0 and six were kept as uninfected controls. For tissue sampling uninfected and groups, *n* = 6, of infected chickens were sacrificed on days 1, 2,3, 4 and 10 dpi. Chickens were monitored for clinical signs of disease daily and for oocyst excretion in faeces between 5 and 9 dpi. For infected chickens, blood was observed in faeces from the afternoon of 5 dpi until 7 dpi. At 6 dpi one of the chickens was lethargic and therefore euthanised. The post mortem examination of this chicken showed a caecal lesion score of 4 according to the scoring system of Johnson and Reid [32] with no further pathological findings. For the remaining chickens no other signs of disease were observed. At 7 dpi five chickens were sacrificed and their caecal lesion scores were 3 for four of them and 2 for the remaining one. The oocyst excretion (Fig. 1A) peaked at 7 dpi as expected, but was approximately 100-fold higher at 6 dpi compared to previous results with this infection model [33–35]. The total oocyst yield for the collection period was 3.8 ± 1.4 × 10^7^ oocysts/chicken (mean ± 95% confidence interval), which is well in line with our previous results. The uninfected chickens did not excrete any oocysts.

**Fig. 1:**
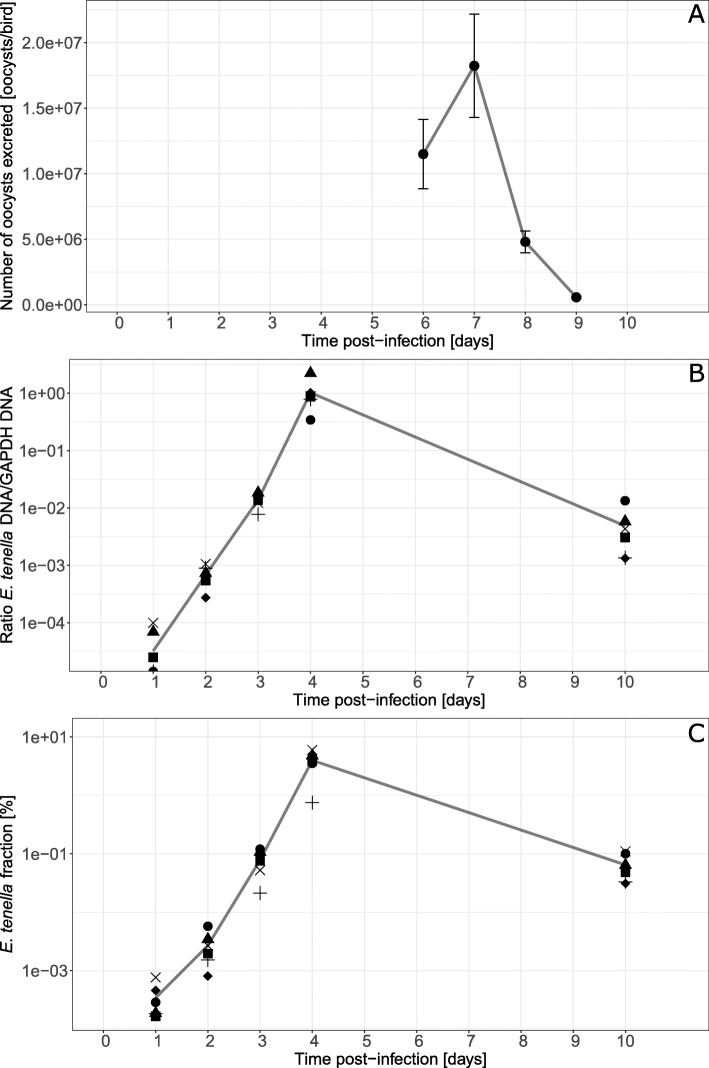
Parasite parameters after experimental infection of chickens with *E. tenella* with 1000 oocysts/bird at day 0. **A** Kinetics of oocyst excretion from 5 to 9 dpi (120–218 h). Results show the mean number of oocysts excreted per bird (±95% confidence intervals, technical replicates *n* = 6 at 6 and 7 dpi and *n* = 3 at 8 and 9 dpi) from faeces collected for 24 h intervals. **B** The ratio of *E. tenella*/chicken GAPDH DNA in DNA samples from chicken caecal tissues collected at the indicated time points post infection and **C** the proportion of *E. tenella* read counts in mRNA samples. Symbols represent individual sample values and the line represents mean values. Corresponding symbols in panel **A**) and **B**) indicate that the RNA and DNA, respectively, was isolated from the same tissue sample

Caeca sampled in the experiment were macroscopically examined at collection. For caeca collected from uninfected chickens and from the infected chickens at 1 to 3 dpi tissues showed a normal morphology. At 4 dpi caeca from one of the sampled chickens showed a small amount of petechial bleeding in the caecal mucosa. At 10 dpi all caeca were small and contracted with moderately thickened caecal walls and lacked normal content. Cores of white necrotic material (5 of 6 birds) or cores of white and red necrotic material (1 of 6 birds) were present in the caeca and small (3 of 6 birds) or moderate (1 of 6 birds) amounts of petechial bleeding was observed in the caecal mucosa.

Thus, the outcome of the experimental infection was as expected with respect to clinical signs of disease, macroscopic lesions and oocyst excretion.

### Quantification of *E. tenella* DNA in caecal tissues

The amount of *E. tenella* DNA in caecal tissues samples included in the study was assessed with droplet digital PCR (ddPCR; Fig. 1B). At 1 dpi *E. tenella* DNA could be detected in three of the six infected chickens. From 2 dpi and onwards all infected chickens had detectable amounts of *E. tenella* DNA in caecal tissues. Between 1 and 4 dpi the amount of *E. tenella* DNA in the caecal samples increased progressively, approx. 10-fold between 1 and 2 dpi and 2 and 3 dpi, respectively, and approximately 100-fold between 3 and 4 dpi. At 4 dpi the highest amount of parasite DNA was observed for the chicken that also displayed some petechial bleeding in the caecal mucosa. At 10 dpi the amount of DNA in caecal tissues had decreased approx. 100-fold compared to 4 dpi. On this day the chicken with the highest amount of parasite DNA also displayed the most pronounced pathological findings in the caeca at this sampling with moderate petechial bleedings in the mucosa and cores of white and red necrotic material.

Hence, the results showed a pronounced increase in *E. tenella* DNA between 3 and 4 dpi, which corresponds in time with the beginning and peak of the second generation schizonts as reported for the *E. tenella* Houghton strain [31].

### Sequencing and read counting

Sequencing was performed on 36 mRNA samples from the ceaca of uninfected and *E. tenella* infected chickens. 

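The values used here are the numbers of reads that the authors counted on each of 24291 chicken genes and 8655 *E. tenella* genes in the 36 samples, 6 chickens in each of 6 groups, without normalization. Trimming, mapping to the 2 genomes and counting per gene are already included in these values, and each sample is 1 chicken. The median number of counted reads per sample was 20387092 in the uninfected group, 25138301.5 at 1 dpi, 24416185.5 at 2 dpi, 499803150 at 3 dpi, 372877111 at 4 dpi and 617415116 at 10 dpi. By the library names, replicate 1 of the uninfected, 1 dpi, 2 dpi and 4 dpi groups belongs to a library set of its own, called the separate set here, while the other samples of 3, 4 and 10 dpi each belong to a set that holds no other day. Apart from 4 dpi replicate 1, library set therefore cannot be told apart from the day at 3, 4 and 10 dpi. The paper states that uninfected, 1 dpi and 2 dpi samples were run on another type of flow cell than the later days. By that account, flow cell type cannot be told apart from infection at 3, 4 and 10 dpi. For the chicken, all 36 samples were fitted together with edgeR after TMM normalization, and the quasi-likelihood F-test compared each day with the uninfected group over the 18984 genes that passed edgeR's default filter on low counts. For *E. tenella*, the 18 samples of 3, 4 and 10 dpi were fitted in the same way over 5892 genes and the days were compared with each other, since the sporozoite sample is not among the 36. A gene was called up- or down-regulated at a false discovery rate (FDR, the Benjamini-Hochberg adjusted p of that test) under 0.05 and a log2 fold change of at least 1 in either direction. Standard errors of log2 fold changes are those implied by the F statistic, and levels are edgeR's CPM values of the TMM-adjusted library.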

Infected samples were from 1, 2, 3, 4, and 10 dpi and six biological replicates were used for each time point and the uninfected sample. 

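The chicken and *E. tenella* counts of a sample added up to exactly the number of mapped reads given in Additional file 1 in all 36 samples. The smallest total was 15933844 reads in uninfected replicate 4 and the largest 890449469 reads in 10 dpi replicate 5. Within groups the totals spanned 15933844 to 491592279 reads in uninfected chickens, 22860875 to 212008905 at 1 dpi, 22580918 to 373296573 at 2 dpi, 397062896 to 592998025 at 3 dpi, 343635098 to 556530452 at 4 dpi and 526004426 to 890449469 at 10 dpi. The largest total of each of the uninfected, 1 dpi, 2 dpi and 4 dpi groups was that of replicate 1, the sample of the separate library set.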

The number of reads generated for each time point varied between 15 million and 890 million, with the deepest sequenced samples being from 3, 4, and 10 dpi to achieve informative coverage of *E. tenella* RNA expression at these time points (Additional file 1).

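The *E. tenella* share of a sample is its number of *E. tenella* counts in percent of all its counted reads. It was 0.000242 ± 0.000108% (mean ± SD, n = 6 chickens) in the uninfected group, 0.000341 ± 0.000235% at 1 dpi, 0.00269 ± 0.00175% at 2 dpi, 0.0780 ± 0.0366% at 3 dpi, 3.99 ± 1.81% at 4 dpi and 0.0646 ± 0.0338% at 10 dpi. At 4 dpi the lowest sample had 0.752% and the highest 6.00%. Among uninfected chickens the smallest number was 21 *E. tenella* counts in replicate 3, a share of 0.000112% with a 95% binomial interval of 6.91e-05 to 0.000171%. In 4 dpi replicate 2 the interval was 0.751 to 0.753%. Such intervals cover counting error only, not the difference between chickens.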

The fraction of *E. tenella* reads varied during the infection, from near zero at 1 dpi to 0.75–6% at 4 dpi (Fig. 1C). Hence, the kinetics of *E. tenella* RNA content corresponds to the kinetics of parasite DNA content in these samples (Fig. 1B). 

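The mean *E. tenella* share on the log scale was 1.30 times as high at 1 dpi as in uninfected chickens, a difference that did not exceed the spread between chickens (exact two-sided permutation test, p = 0.420, n = 6 and 6). It rose 7.75-fold from 1 to 2 dpi, 30.3-fold from 2 to 3 dpi and 49.6-fold from 3 to 4 dpi, and was 58.8-fold lower at 10 dpi than at 4 dpi. In each of these 4 steps all 6 samples of one day lay on one side of all 6 of the other (exact permutation test, p = 0.00216, the smallest that 6 against 6 allow, 0.00271 after Benjamini-Hochberg adjustment over the 5 steps). The share at 10 dpi was 0.843 times that at 3 dpi (p = 0.628 in the same exact test), a comparison added after the planned 5. Leaving out the 10 genes with the most counts in uninfected chickens was the alternative that moved these ratios most, and it took the ratio of 1 dpi to uninfected to 5.60 (adjusted p = 0.00649). The amount of parasite DNA, with which the paper compares the share, is not in the files.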

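The coefficient of variation of the *E. tenella* share between the 6 chickens of a group was 44.8% in uninfected chickens and 69.0% at 1 dpi, where few reads were counted, 65.1% at 2 dpi, 46.9% at 3 dpi, 45.3% at 4 dpi and 52.4% at 10 dpi. The highest share of a group was 3.33 times its lowest in uninfected chickens and 4.65 times at 1 dpi. The ratio of highest to lowest was 7.11 at 2 dpi, 5.64 at 3 dpi, 7.98 at 4 dpi and 3.53 at 10 dpi. From 3 dpi on, every sample held at least 96371 *E. tenella* counts, so counting error is small beside these ratios.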

A large of variation between individuals was also observed for the proportion of *E. tenella* RNA content within each time point (Fig. 1C).

### Multidimensional scaling and differential expression analysis

In order to identify clusters and outliers in the read data, a multidimensional scaling (MDS) analysis was carried out (Fig. 2). Due to the low amount of data on *E. tenella* expression for 1 and 2 dpi, these time points were excluded from the analysis of the parasite data.

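The median number of *E. tenella* counts per sample was 63 in uninfected chickens, 96 at 1 dpi and 704.5 at 2 dpi, against 438152.5 at 3 dpi, 16890592 at 4 dpi and 338989.5 at 10 dpi. The median number of *E. tenella* genes with at least 1 count was 12.5 in uninfected chickens, 44.5 at 1 dpi, 402.5 at 2 dpi, 5964.5 at 3 dpi, 7441.5 at 4 dpi and 6186.5 at 10 dpi. Of the 989 *E. tenella* counts of the 6 uninfected samples, 867 fell on 10 genes. Outside these 10 genes the 6 samples of 1 dpi held 507 counts and the uninfected samples 122.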

**Fig. 2:**
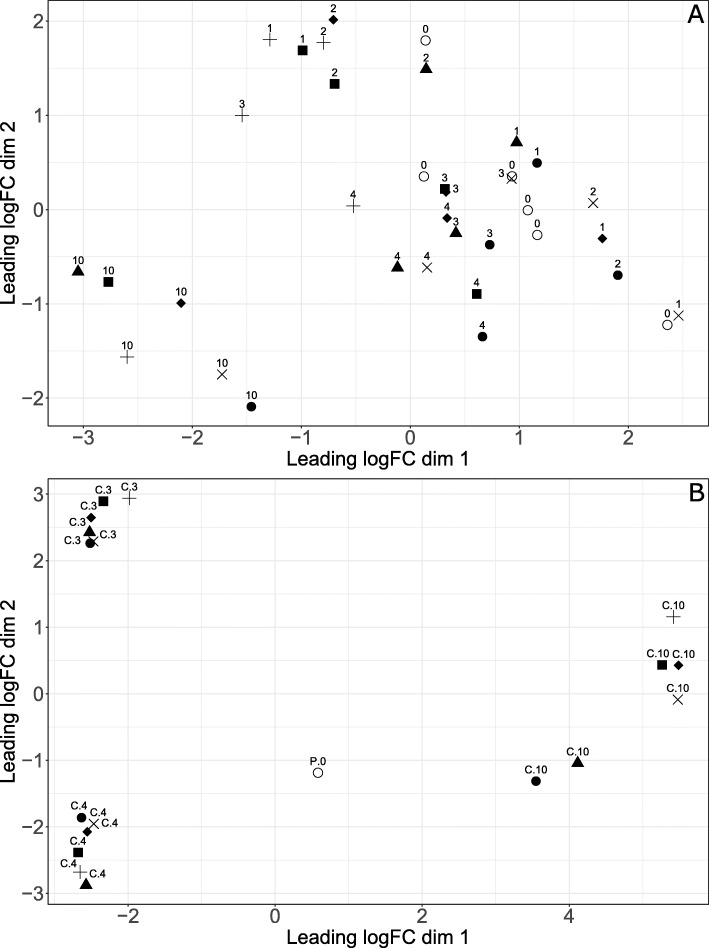
Multidimensional scaling plots for the normalized count data in mRNA samples from caecal tissue. **A** Individual sample values for chicken data in samples collected from uninfected chickens (0) or at the indicated dpi from chickens infected with 1000 *E. tenella* oocysts/bird on day 0. **B** Individual sample values for *E. tenella* data from purified *E tenella* sporozoites (P.0 [29];) or from caecal tissue (**C**) collected at the indicated dpi from chickens infected with 1000 *E. tenella* oocysts/bird at day 0

For the chicken data, most of the time points did not cluster separately, except for data from 10 dpi (Fig. 2A). 

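The separation of the days was measured by the mean silhouette over the leading log2 fold change distances of the 500 most different genes of each pair of samples. A silhouette above 0 means that a sample lies nearer to the samples of its own day than to those of the nearest other day. Over the 36 chicken samples the mean silhouette was -0.00808, which is larger than for most random relabellings (permutation test, p = 7e-05, 100000 relabellings). At 10 dpi the mean silhouette was 0.310, all 6 samples were above 0, and the nearest sample of each was from 10 dpi. It was 0.0466 at 3 dpi and 0.0256 at 4 dpi, and below 0 in uninfected chickens (-0.143), at 1 dpi (-0.151) and at 2 dpi (-0.137). The mean over all days changed sign under 2 alternatives, to 0.00781 without the separate library set and to 0.0199 with all libraries thinned to the smallest, while the value at 10 dpi became 0.314 and 0.321.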

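Hierarchical clustering of the 30 chicken samples other than those of 10 dpi, on the coordinates of the first 2 dimensions, gave the same 2 groups under all 4 linkages tried, which were chosen after the plot was seen. The larger group held 22 samples: 5 uninfected, 4 of 1 dpi, 2 of 2 dpi, 5 of 3 dpi and 6 of 4 dpi. The smaller held 8 samples: 1 uninfected, 2 of 1 dpi, 4 of 2 dpi and 1 of 3 dpi. Of the 4 samples of the separate library set, 2 were in each group. The TMM factors of the groups did not overlap, with 0.626 to 1.06 in the larger and 1.10 to 1.32 in the smaller.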

The rest of the chicken data formed two somewhat separate clusters, both made up of data from several time points, though one cluster contained all samples from 4 dpi and all but one from 3 and 0 dpi. For *E. tenella* data the opposite was observed with all included time points clustering away from each other (Fig. 2B).

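For *E. tenella* the mean silhouette over the 18 samples was 0.343 (permutation test, p = 1e-05, the smallest that 100000 relabellings can give). All 18 samples were above 0 and had a sample of their own day as the nearest. The mean silhouette was 0.125 at 3 dpi, 0.651 at 4 dpi and 0.253 at 10 dpi. The mean distance between samples of different days was 6.16 for 4 against 3 dpi, 9.95 for 10 against 3 dpi and 9.13 for 10 against 4 dpi. Thinning all samples to the smallest number of *E. tenella* counts gave a mean silhouette of 0.406. The paper states that the chicken samples were the opposite, with only 10 dpi apart from the rest.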

Differential expression analysis was carried out for both organisms (Figs. 3 and 4). For the chicken, data from each time point was compared to data from the uninfected chickens. For *E. tenella*, the data was compared to a purified sample of sporozoites, described earlier [29]. For the chicken (Fig. 3) there was no significant differential expression at 1 and 2 dpi and only nine significantly differentially expressed genes at 3 dpi. 

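edgeR called 0 of 18984 chicken genes at 1 dpi and 0 at 2 dpi. At an unadjusted p under 0.05 there were 1058 genes at 1 dpi and 2008 at 2 dpi, against 949 if p-values were evenly spread, and DESeq2 called 2 genes at 1 dpi and 1 at 2 dpi. Of 100 splits of the 12 samples into 2 groups, the real one included, 28 gave as many such genes at 1 dpi and 13 at 2 dpi. Chance therefore cannot be excluded for these 2 numbers. At 3 dpi 9 genes were called, 8 up and 1 down, while 425 genes had an unadjusted p under 0.05. The count at 3 dpi moved most with 1 surrogate variable in the model, to 28, and was 3 under a stricter filter on low counts. It was 5 without uninfected replicate 4, uninfected replicate 6, 3 dpi replicate 2 or 3 dpi replicate 6. The called genes were *MMP1* and *CCLL4*, the keratin genes *KRT71*, *KRT75L1* and *KRT5*, and *CHRDL2*, *LYGL* and *S100A9*, all higher, and *LOC112530446*, which was lower. The log2 fold change was 8.12 for *KRT71* (standard error 0.68, FDR = 1.78e-08), 4.51 for *KRT5* (standard error 0.74, FDR = 0.00302) and 1.97 for *CHRDL2* (standard error 0.33, FDR = 0.00463), each with all 6 samples of 3 dpi above all 6 uninfected samples. *KRT75L1* had 2 counts over the uninfected group, and its pooled level at 3 dpi was 69.8 times as high (95% counting interval 19.2 to 577, FDR = 5e-04). *LYGL* rose by a log2 fold change of 2.26 (FDR = 0.037) and *S100A9* by 2.73 (FDR = 0.037), again in 6 of 6 samples. *LYGL* had a mean of 2.55 CPM in uninfected chickens, 10.2 at 1 dpi (log2 fold change 1.97, FDR = 0.695), 8.95 at 2 dpi (1.79, FDR = 0.460) and 12.4 at 3 dpi, so the values do not show that its increase begins at 3 dpi. *S100A9* was called only without uninfected replicate 1 or 3 dpi replicates 1 or 5 and *LYGL* only without uninfected replicate 1 or 3 dpi replicates 1, 3, 4 or 5, with an FDR of up to 0.188 and 0.208 without one of the others. *LOC112530446* had 0 counts at 3 dpi and was at least 16-fold lower than in uninfected chickens, against a floor of 3 counts over the group (FDR = 0.0261, up to 0.175 without uninfected replicate 4 or 6 or 3 dpi replicate 2 or 6).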

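The number of chicken genes called at 4 dpi was 182, 154 up and 28 down, of 1905 with an unadjusted p under 0.05. The number of calls was 927 with 1 surrogate variable in the model and 48 when edgeR tested against the log2 threshold itself. It was 111 without the separate library set, 120 without uninfected replicate 3, 102 without uninfected replicate 5 and 118 without 4 dpi replicate 5. Among called genes whose 6 samples of 4 dpi lay on one side of the 6 uninfected samples, and whose symbol is not a LOC number, *EDPE*, *POU4F3-2* and *KRT75* had the largest fitted increase. All 3 had 0 counts in every uninfected sample, so they were at least 641-fold (*EDPE*, FDR = 1.85e-07), 244-fold (*POU4F3-2*, FDR = 0.000773) and 70.8-fold higher (*KRT75*, FDR = 0.0114) at 4 dpi, against the floor of 3 counts over the group. *KRT75* was not called without uninfected replicate 1 (FDR = 0.0768). The largest decreases besides *MMP13* were those of *SLC9A9* (log2 fold change -1.63, standard error 0.35, FDR = 0.0103) and *SGCZ* (log2 fold change -1.61, standard error 0.40, FDR = 0.0353). *SLC9A9* was not called without uninfected replicate 5 (FDR = 0.0751). *SGCZ* was called only without uninfected replicates 1, 2 or 4 or 4 dpi replicate 6 (FDR up to 0.150 otherwise).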

At 4 dpi, this pattern changed, with several significantly up- and down-regulated genes. 

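The number of chicken genes called at 10 dpi against uninfected chickens was 3489, 1958 up and 1531 down, and 7499 had an unadjusted p under 0.05. Testing against the log2 threshold itself left 894. By the same selection as at 4 dpi, the largest fitted increases were those of *TGM6L*, *EDPE* and *MMP7*. *TGM6L* and *EDPE*, with 0 counts in the uninfected group, were at least 87.1-fold (FDR = 0.000349) and 53.9-fold higher (FDR = 1.64e-05). The largest decreases were those of *TMC2* (log2 fold change -8.46, standard error 1.12, FDR = 9.82e-07), *INSL5* (log2 fold change -7.54, standard error 0.80, FDR = 2.21e-08) and *SLC22A13* (log2 fold change -6.26, standard error 0.53, FDR = 4.79e-10), each lower in 6 of 6 samples than in every uninfected sample.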

Finally, at 10 dpi, a large number of genes were significantly differentially expressed. For *E. tenella*, all included time points show a large number of significantly differentially expressed genes, both up- and down-regulated (Fig. 4).

**Fig. 3:**
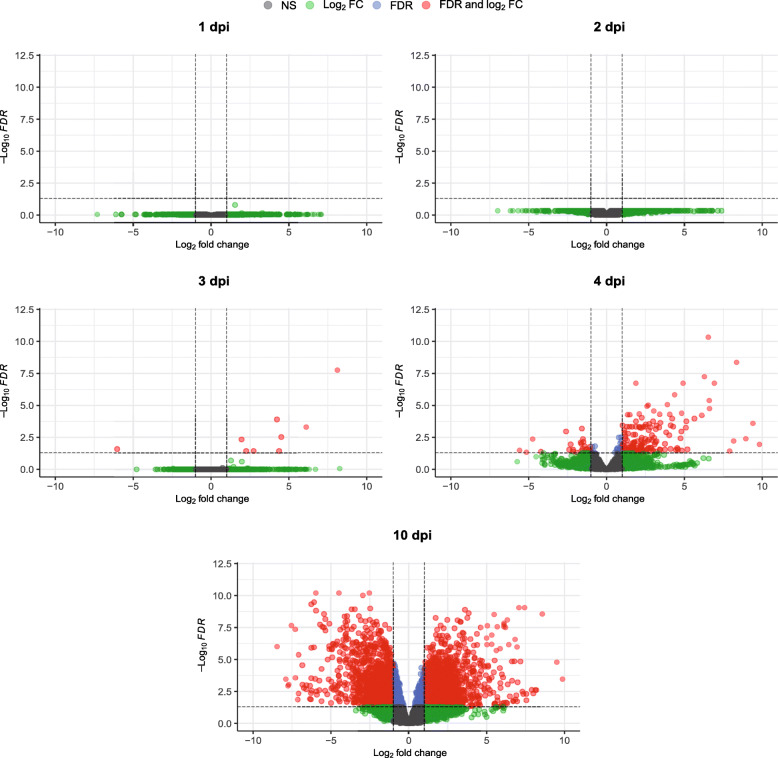
Volcano plots of the differential expression, mRNA from caeca from *E. tenella* infected chickens vs. caeca from uninfected chickens, of all chicken genes at the indicated time points in mRNA samples from chickens infected with 1000 *E. tenella* oocysts/bird at day 0. The significance thresholds were set at log_2_ fold change of ±1 and a false discovery rate of 0.05. NS stands for non-significant

**Fig. 4:**
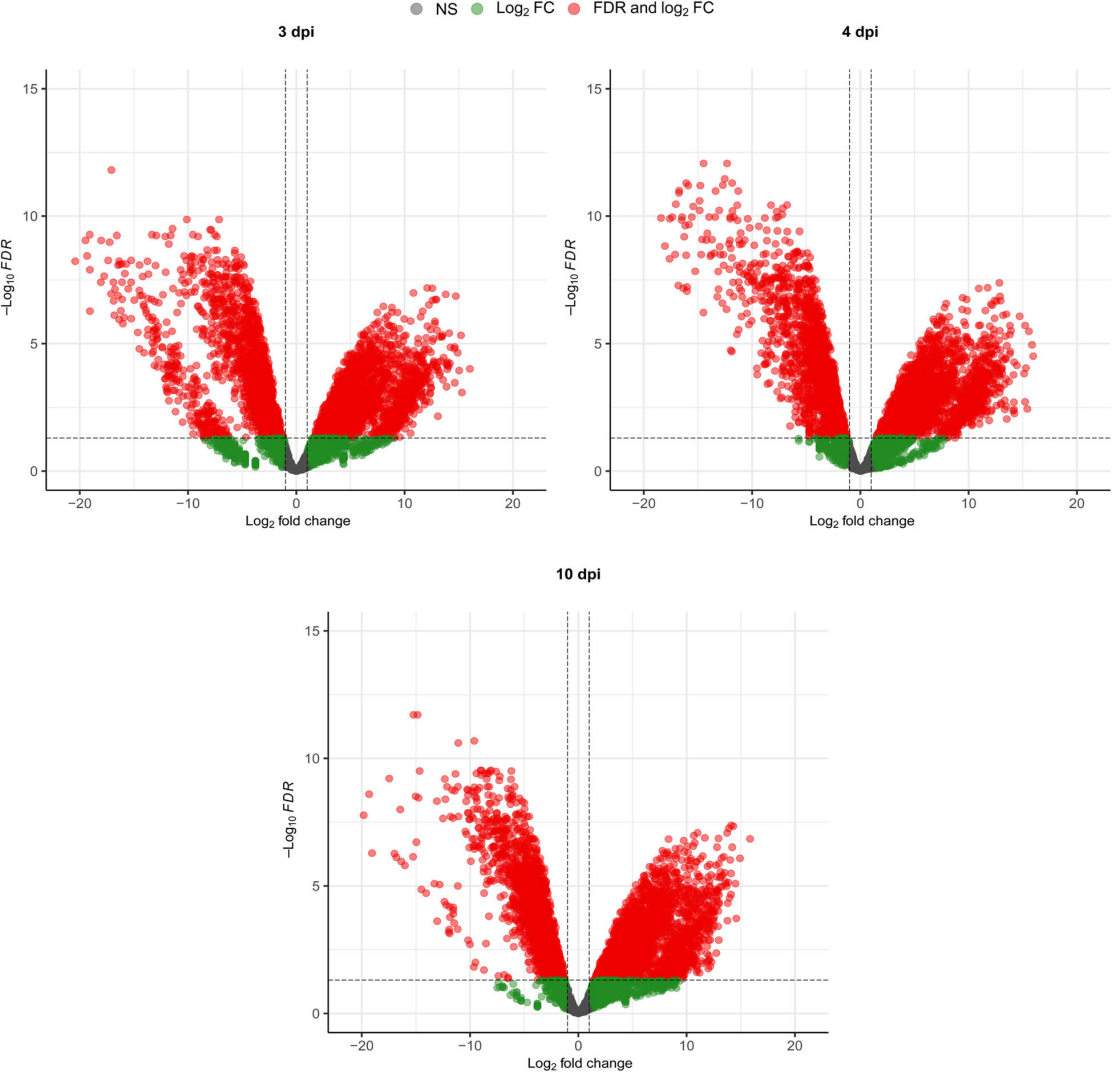
Volcano plots of the differential expression, *E. tenella* mRNA from caeca from *E. tenella* infected chickens vs. *E. tenella* mRNA from sporozoites, of all *E. tenella* genes at the indicated time points in mRNA samples from chickens infected with 1000 *E. tenella* oocysts/bird at day 0. The significance thresholds were set at log_2_ fold change of ±1 and a false discovery rate of 0.05. NS stands for non-significant

### Gene ontology (GO) category and Kyoto Encyclopaedia of genes and genomes (KEGG) pathway enrichment analyses

A GO category and KEGG pathway enrichment analysis was carried out for both organisms. The top 50 most significantly enriched categories at each time point can be found in additional files 2, 3, 4 and 5. For the chicken data set GO categories, the top most significantly enriched category was ‘Immune response’ (GO:0006955), being highly up-regulated. Otherwise, the top up-regulated categories at 4 dpi mostly consisted of immune response related processes, such as ‘Interleukin-12 production’ (GO:0032615) and ‘Defense response’ (GO:0006952), while at 10 dpi, cell cycle and repair processes were more dominant, with categories such as ‘Cell cycle process’ (GO:0022402) and ‘DNA recombination’ (GO:0006310).

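The gene lists behind the GO categories are not in the files, so families of genes defined by their symbols stand in for them, tested as sets with camera (preset correlation between genes 0.01, Benjamini-Hochberg over 11 families within a day). At 4 dpi the 51 tested cell division genes had a median log2 fold change of 0.55 (48 above 0, camera FDR = 2.52e-13) and edgeR called 0 of them over all genes (5 adjusted over the list alone; DESeq2 called 305 genes in all), with 1905 of all 18984 genes at an unadjusted p under 0.05. At 10 dpi the median was 1.31 and 32 were called up and 1 down (34 and 1 adjusted over the list alone, camera FDR = 1.54e-12). The 3 interferon-induced genes that the paper names had a median of 1.88 at 4 dpi and 0.97 at 10 dpi. They are named for their increase at 4 dpi over the same uninfected samples, so a set test at either day would not be independent of the choice. Cell division was higher at both days under fry and under an estimated correlation as well. With the estimated correlation the camera FDR of the ribosomal protein genes moved from 0.0463 to 0.769 at 4 dpi and from 4.89e-11 to 0.229 at 10 dpi, and that of the oxidative phosphorylation genes at 10 dpi from 4.24e-10 to 0.229. The paper states that immune processes led the up-regulated categories at 4 dpi and cell cycle and repair processes those at 10 dpi.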

For chicken KEGG pathways, the most significantly enriched pathways at 4 dpi included ‘Cytokine-cytokine receptor interaction’ (KO:04060), ‘Influenza A’ (KO:05164), and ‘Phagosome’ (KO:04145), all up-regulated. 

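Of the 21 tested chemokine genes, 10 were called up by edgeR at 10 dpi (the same number adjusted over the list alone), with a median log2 fold change of 1.12 over the family and a camera FDR of 8.59e-06. Of 45 genes taken as cytokines by symbol, 20 were called up and 3 down (again the same adjusted over the list alone), with a median of 1.21 and a camera FDR of 6.41e-08. At 4 dpi the medians were 0.85 for chemokines (7 called up, 9 adjusted over the list alone) and 0.53 for cytokines (3 called up, 8 adjusted over the list alone). Both families stayed under an FDR of 0.05 at both days under fry and with an estimated correlation. The symbol pattern for cytokines also took in *IL8L1*, *IL8L2* and the receptor gene *IFNAR1*.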

At 10 dpi, ‘Cytokine-cytokine receptor interaction’ remained among the most significantly enriched categories. Only the ‘Metabolic pathways’ (KO:01100) pathway was more significantly enriched, being significantly down-regulated. Other pathways of note include up-regulation of the ‘Toll-like receptor signalling pathway’ (KO:04620), ‘p53 signalling pathway’ (KO:04115), ‘C-type lectin receptor signalling pathway’ (KO:04625) and ‘Intestinal immune network for IgA production’ (KO:04672) as well as down-regulation of the ‘Peroxisome’ (KO:04146) and ‘Ribosome’ (KO:03010) pathways.

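At 10 dpi the 74 cytosolic ribosomal protein genes had a median log2 fold change of -0.87, with 73 below 0 and 16 called down (20 adjusted over the list alone, camera FDR = 4.89e-11). With a correlation estimated from the data the FDR was 0.229, and under fry 0.00864. The 16 peroxin genes had a median of -0.65 with 2 called down (3 adjusted over the list alone, camera FDR = 0.00588), and the decrease stayed under an FDR of 0.05 under fry and with the estimated correlation. The 26 pattern recognition receptor genes, which include the Toll-like and C-type lectin receptors, had a median of 0.66 with 7 called up and 1 down (the same adjusted over the list alone, camera FDR = 0.0345), and with the estimated correlation the FDR was 0.0549.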

For *E. tenella*, the most significantly enriched GO categories at all three time points, 3, 4, and 10 dpi, appeared related to DNA and protein processing and metabolic processes. The most up-regulated categories included ‘Glycolytic process’ (GO:006096), ‘Oxidation-reduction process’ (GO:0055114), ‘Translation’ (GO:0006412), and ‘Protein glycosylation’ (GO:0006486). The most down-regulated categories included ‘Dephosphorylation’ (GO:0016311) and ‘mRNA splicing via spliceosome’ (GO:0000398). The most significantly enriched KEGG pathways showed a similar pattern as the GO categories. ‘Proteasome’ (KO:03050) was significantly up-regulated while ‘Spliceosome’ (KO:03040) was down-regulated across all time points. ‘Ribosome’ (KO:03010) was significantly up-regulated at 3 and 4 dpi but not at 10 dpi. Metabolic pathways such as ‘Glycolysis / Gluconeogenesis’ (KO:00010) and ‘Citrate cycle (TCA cycle)’ (KO:00020) were also up-regulated across all time points. Another pathway of interest, as it is needed for the production of SAGs, is ‘Glycosylphosphatidylinositol (GPI)-anchor biosynthesis’ (KO:00563), which contained up-regulated genes across all time points but the category was only significantly up-regulated at 10 dpi.

### Expression of chicken immune genes and *E. tenella* invasion/infection genes

Separate analyses were undertaken of genes putatively involved in host immune response and parasite infection/invasion processes as described previously [29]. A further manual curation of putative immune response related genes was also carried out.

Results from the differentially expressed chicken immune genes were plotted in a heatmap (Fig. 5). 

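The number of chicken genes that differ between 10 and 4 dpi, compared directly, was 5118, 2701 higher and 2417 lower at 10 dpi, and 966 when tested against the log2 threshold itself. Among genes with no overlap between the 6 samples of each day and a symbol that is not a LOC number, the largest increases from 4 to 10 dpi were those of *GPNMB* (log2 fold change 8.81, FDR = 1.10e-11), *TRIM29* (8.04, FDR = 1.41e-08) and *SLC28A3* (6.49, FDR = 1.41e-08). *POU4F3-2* fell most, with 3 counts over the 6 samples of 10 dpi and a pooled level 2010 times as high at 4 dpi (95% counting interval 686 to 9740, FDR = 1.88e-06). *INSL5* (log2 fold change -7.59, FDR = 3.31e-08) and *TMC2* (-6.25, FDR = 3.66e-05) followed.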

The most pronounced contrasts in the heatmap were the general differences in expression between 1 and 4 dpi and 10 dpi, and more specifically in expression of immune genes between 4 and 10 dpi. Nonetheless, a group of immune genes that were up-regulated at 4 dpi and mostly down-regulated at other time points, including 10 dpi was also observed.

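Of the 154 chicken genes called up at 4 dpi, 64 were called lower and 16 higher at 10 dpi than at 4 dpi in the direct comparison of the days. Against uninfected chickens, 95 of the 154 were also called up at 10 dpi, 10 had a log2 fold change below 0 at 10 dpi and 2 of these were called down. These numbers cover all chicken genes, since the list of 284 genes in the heatmap is not among the files. The same uninfected samples enter the comparisons of both days, which by itself makes them alike: of the 182 genes called at 4 dpi, 89.0% changed in the same direction at 10 dpi, against 94.6% in data simulated with no effect of infection. At 4 and 10 dpi 101 genes were called in the same direction, where the 20 simulated sets without an effect gave 1 at most.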

**Fig. 5:**
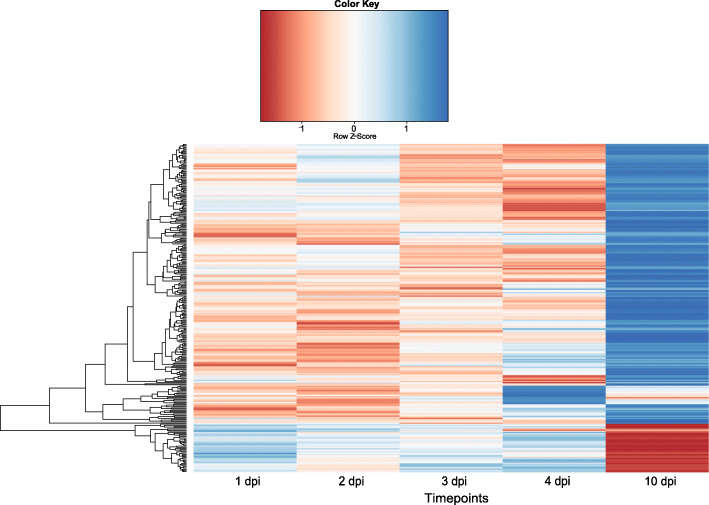
The heatmap depicts the expression profile of 284 immune related chicken genes at the indicated time points in mRNA samples from caecal tissue of chickens infected 1000 *E. tenella* oocysts at day 0. Blue represents up-regulation and red down-regulation. Expression is normalized within each row. For details on the selection of immune related genes see [29]

The expression profiles of manually curated categories of host immune genes were plotted only including genes that showed significant differential expression at least at one time point. 

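At 3 dpi *CCLL4* had 280 counts over the 6 samples and 3 counts over the 6 uninfected samples, all 3 in uninfected replicate 1. Its pooled level was 19.5 times that of uninfected chickens at 3 dpi (95% counting interval 6.60 to 95.1), 46.1 times at 4 dpi (15.7 to 224) and 105 times at 10 dpi (35.9 to 509). The fitted log2 fold change was 4.37 at 3 dpi (standard error 0.88, FDR = 0.0370), 5.64 at 4 dpi (standard error 0.85, FDR = 0.000108) and 6.83 at 10 dpi (standard error 0.84, FDR = 2.68e-07), in 6 of 6 samples at each day. The call at 3 dpi moved most without the separate library set, to an FDR of 0.931, and DESeq2 gave 0.0967. With 1 library left out in turn it was called only without 3 dpi replicate 5, and the FDR reached 0.560 without one of the other 11. Between days, *CCLL4* did not differ between 4 and 3 dpi (log2 fold change 1.27, FDR = 0.288). It was higher at 10 than at 4 dpi by 1.18 (FDR = 0.0408), a call that held without 4 dpi replicate 5 or 10 dpi replicates 2, 5 or 6 only (FDR up to 0.162 otherwise).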

Among genes for chicken chemokines (Fig. 6A), *CCLL4* showed a distinct expression pattern with significant up-regulation of expression already at 3 dpi and progressively increasing levels of expression at 4 and 10 dpi. 

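Of the 21 chemokine genes tested, 13 were called at 4 or 10 dpi, 3 up at 4 dpi only, 4 up at both days and 6 up at 10 dpi only. The genes called up at 4 dpi were *CCAH221*, *CCL19*, *CCL20*, *CCL26*, *CCL4-2*, *CCLI7* and *CCLL4*. Those called at 10 dpi only were *CCL1*, *CCL4*, *CXCL13L3*, *IL8L1*, *IL8L2* and *XCL1*. At 10 dpi the log2 fold change was 2.19 for *CCL1* (FDR = 7.27e-05), 1.86 for *CXCL13L3* (FDR = 0.00122) and 1.12 for *XCL1* (FDR = 0.00415), each higher in 6 of 6 samples than in all uninfected samples.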

For the other chemokines with significant differential expression, two groups with similar intra-group expression patterns were observed, both showed up-regulated expression but at 4 dpi or 10 dpi, respectively. 

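At 4 dpi *CCL4-2* was higher than in uninfected chickens by a log2 fold change of 3.90 (standard error 0.50, FDR = 8.68e-06) and *CCL19* by 2.64 (standard error 0.54, FDR = 0.00607), both in 6 of 6 samples. At 10 dpi *CCL4-2* was still higher (2.66, FDR = 0.000105) and *CCL19* was not called (0.24, FDR = 0.738). In the direct comparison of 10 with 4 dpi *CCL19* fell by 2.39 on the log2 scale (FDR = 0.00127). *CCL4-2* fell by 1.25 (FDR = 0.0306), and this call was lost without 4 dpi replicates 3, 4 or 5 or 10 dpi replicates 2, 4, 5 or 6 (FDR up to 0.0876). Of the 7 chemokine genes called at 4 dpi, *CCL20* and *CCAH221* were also lower at 10 dpi by that test, *CCLI7* and *CCL26* did not differ and *CCLL4* was higher.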

The group up-regulated at 4 dpi included e.g. *CCL4–2* and *CCL19*, and most of these genes showed lower expression at 10 dpi compared to that at 4 dpi. 

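*IL8L1* was higher at 10 dpi by a log2 fold change of 1.71 (standard error 0.55, FDR = 0.0214) and *IL8L2* by 2.66 (standard error 0.62, FDR = 0.00183), both in 6 of 6 samples. The call of IL8L1 at 10 dpi was lost without uninfected replicate 2 or 6 (FDR up to 0.0580) and with 1 surrogate variable in the model (FDR = 0.145). At 4 dpi the log2 fold changes were 0.85 (*IL8L1*, FDR = 0.669) and 1.36 (*IL8L2*, FDR = 0.401). Neither gene differed between 10 and 4 dpi when the days were compared (*IL8L1* 0.87, FDR = 0.199, and *IL8L2* 1.30, FDR = 0.0777).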

The group with up-regulated expression at 10 dpi, such as *IL8L1* and *IL8L2*, were only significantly up-regulated at this time point.

**Fig. 6:**
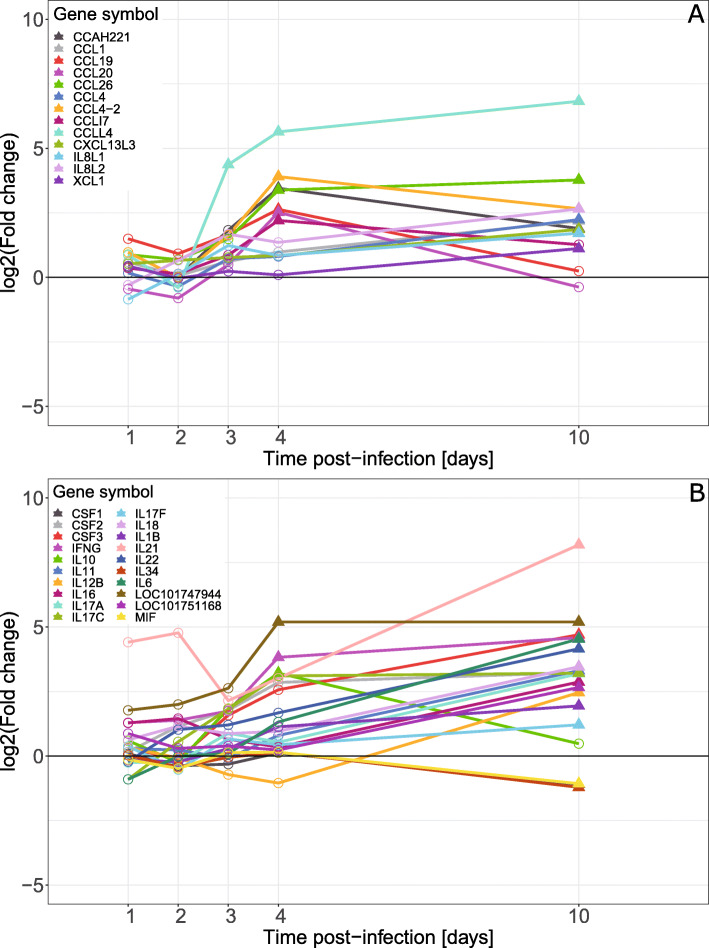
Differential expression, mRNA from caeca of *E. tenella* infected vs. uninfected chickens, of **A** chemokine genes and **B** cytokine genes in samples from chickens infected with 1000 *E. tenella* oocysts/bird at day 0. Point shapes indicate significance, filled triangles for FDR < 0.05 and circles for FDR > 0.05, at the indicated time point

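Of the 45 cytokine genes tested, 24 were called at 4 or 10 dpi, of which 18 were up at 10 dpi only, 1 up at 4 dpi only, 2 up at both days and 3 down at 10 dpi. Without *IL8L1*, *IL8L2* and *IFNAR1*, 15 of 21 called genes were up at 10 dpi only. Besides these 3, the genes called up at 10 dpi only were *CSF2*, *CSF3*, *IL11*, *IL12B*, *IL16*, *IL17A*, *IL17C*, *IL17F*, *IL18*, *IL1B*, *IL21*, *IL22*, *IL6*, *TNFSF13B* and *TNFSF4*. *IL21* had 0 counts in uninfected chickens and was at least 22.3-fold higher at 10 dpi, against the floor of 3 counts over the group (FDR = 0.00245). Among the others the largest log2 fold changes were those of *CSF3* (4.70, FDR = 1.27e-05), *IL6* (4.54, FDR = 2.06e-05) and *IL22* (4.16, FDR = 7.53e-05), all in 6 of 6 samples, and the smallest that of *IL17F* (1.21, FDR = 0.0215, in 5 of 6 samples). *IL17F* was not called without uninfected replicates 2 or 3 or 10 dpi replicate 2 (FDR up to 0.0569), nor *CSF2* without uninfected replicate 1 (FDR = 0.0512).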

Among chicken cytokines with significant differential expression the majority were up-regulated and only at 10 dpi (Fig. 6B). However, *IFNG*, *IL10* and *LOC101747944* (IL-12β-like) showed significant up-regulation at 4 dpi and among these solely *IL10* was not significantly up-regulated at 10 dpi. 

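*IFNG* was higher by a log2 fold change of 3.83 at 4 dpi (standard error 0.70, FDR = 0.00130) and 4.59 at 10 dpi (standard error 0.70, FDR = 1.17e-05), in 6 of 6 samples at both days. *IL10* was higher by 3.21 at 4 dpi (standard error 0.53, FDR = 0.000381, 6 of 6 samples) and by 0.48 at 10 dpi (FDR = 0.498, 0 of 6 samples above all uninfected samples). *LOC101747944* had 1 count over the uninfected group, and its pooled level was 39.8 times as high at 4 dpi (95% counting interval 7.03 to 1580, FDR = 0.0277) and 40.5 times at 10 dpi (7.22 to 1600, FDR = 0.00240). The call of LOC101747944 at 4 dpi was lost without uninfected replicates 1, 3, 5 or 6 or 4 dpi replicate 5 (FDR up to 0.216) and without the separate library set (FDR = 0.350), and without that set the FDR of LOC101747944 at 10 dpi was 0.0511.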

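At 10 dpi *MIF* was lower by a log2 fold change of -1.07 (standard error 0.33, FDR = 0.0156, 4 of 6 samples below all uninfected samples) and *IL34* by -1.21 (standard error 0.38, FDR = 0.0189, 3 of 6 samples). *CSF1* was lower by -1.09 (standard error 0.34, FDR = 0.0192, 4 of 6 samples). The calls of *MIF* and *IL34* were lost without 10 dpi replicates 2, 4 or 5 (FDR up to 0.0685 and 0.0696), and that of *CSF1* without uninfected replicate 2 or 10 dpi replicates 2, 4 or 6 (FDR up to 0.0866). With 1 surrogate variable in the model, the log2 fold change was -0.50 for MIF at 10 dpi and -0.43 for IL34 at 10 dpi.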

Among cytokines only *MIF* and *IL34* were significantly down-regulated and this occurred at 10 dpi.

Differentially expressed IFN-stimulated genes were also identified (Fig. 7A) and most of these were significantly up-regulated at 10 dpi only. However, *GBP*, *IRF1* and *RSAD2* were significantly up-regulated at 4 dpi.

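At 4 dpi *IRF1* was higher by a log2 fold change of 1.88 (standard error 0.20, FDR = 1.85e-07) and *GBP* by 3.17 (standard error 0.55, FDR = 0.000728), both in 6 of 6 samples. *RSAD2* was higher by 1.80 (standard error 0.46, FDR = 0.0410, 5 of 6 samples). The call of RSAD2 at 4 dpi was lost without uninfected replicates 2, 3, 4 or 5 or 4 dpi replicates 1, 2 or 5 (FDR up to 0.132) and with all libraries thinned to the smallest (FDR = 0.0511). At 10 dpi *GBP* was called (1.69, FDR = 0.0178), while *IRF1* (0.83, FDR = 0.00205) stayed under the log2 threshold and *RSAD2* (0.97, FDR = 0.106) was not called.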

**Fig. 7:**
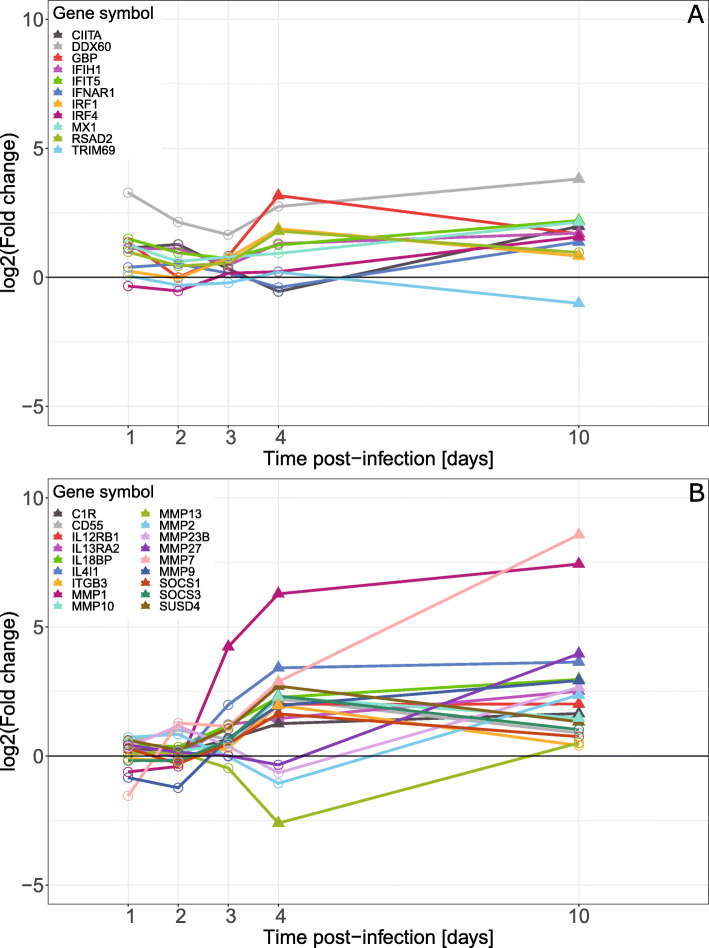
Differential expression, mRNA from caeca of *E. tenella* infected vs. uninfected chickens, of **A** IFN-induced genes and **B** matrix metalloproteinase genes and additional immune related genes significantly differentially expressed at 3 and 4 dpi in samples from chickens infected with 1000 *E. tenella* oocysts/bird at day 0. Point shapes indicate significance, filled triangles for FDR < 0.05 and circles for FDR > 0.05, at the indicated time point

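Of 26 genes taken as pattern recognition receptors by their symbols, 8 were called at 4 or 10 dpi. *IFIH1*, *TLR15*, *TLR1A*, *TLR1B*, *TLR2A*, *TLR4* and *TLR7* were called up at 10 dpi only and *CLEC3B* was called down at 10 dpi. At 4 dpi edgeR called 0 of the 26, with 1 up and 1 down adjusted over the list alone, against 1905 genes of all 18984 at an unadjusted p under 0.05 and 305 called by DESeq2.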

For differentially expressed PRR genes (Additional file 6) most were significantly up-regulated at 10 dpi only.

Differentially expressed genes associated with cytotoxic T-lymphocytes (CTL), e.g. the α- and β-chains of the CD8 co-receptor and components of cytotoxic granules, were also identified (Additional file 6). Most of these were significantly up-regulated at 10 dpi only but *CD8A* was significantly up-regulated also at 4 dpi and *LOC100858579* (granzyme G-like) was significantly down-regulated at 10 dpi only.

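*CD8A* was higher by a log2 fold change of 1.06 at 4 dpi (standard error 0.25, FDR = 0.0251) and 1.69 at 10 dpi (standard error 0.25, FDR = 8.94e-06), in 6 of 6 samples at both days. The call at 4 dpi was lost without uninfected replicates 1, 4 or 5 or 4 dpi replicates 3 or 4 (FDR up to 0.0917) and without the separate library set (FDR = 0.0706). *LOC100858579* was lower at 10 dpi by -2.54 (standard error 0.55, FDR = 0.000970), with 6 of 6 samples below all uninfected samples, and not called at 4 dpi (0.31, FDR = 0.896). All 7 cytotoxic lymphocyte genes that the paper names were called at 10 dpi.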

To broaden the focus on early immune activation we also examined immune related genes with significant differential expression at 3 and 4 dpi that did not fall into any of our other studied immune gene categories (Fig. 7B). This analysis revealed that *MMP1* was significantly up-regulated at 3 dpi and the expression continued to increase at 4 and 10 dpi. 

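*MMP1* was higher than in uninfected chickens by a log2 fold change of 4.23 at 3 dpi (standard error 0.57, FDR = 0.000126), 6.29 at 4 dpi (standard error 0.62, FDR = 5.69e-08) and 7.44 at 10 dpi (standard error 0.66, FDR = 8.84e-10). At each day all 6 samples lay above all 6 uninfected samples. With each of the 12 libraries of a comparison left out in turn the gene was called every time, with an FDR of at most 0.00119 at 3 dpi.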

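*MMP7* was higher at 4 dpi by a log2 fold change of 2.88 (standard error 0.67, FDR = 0.0220) and at 10 dpi by 8.58 (standard error 0.81, FDR = 2.78e-09), in 6 of 6 samples at both days. The call of MMP7 at 4 dpi was lost without uninfected replicates 1, 3 or 4 or 4 dpi replicate 5 (FDR up to 0.0638) and without the separate library set (FDR = 0.0585). *MMP10* was higher by 2.29 at 4 dpi (standard error 0.50, FDR = 0.0117, 6 of 6 samples; not called without 4 dpi replicate 5, FDR = 0.0525) and by 1.47 at 10 dpi (standard error 0.49, FDR = 0.0258, 4 of 6 samples). The call of MMP10 at 10 dpi was lost without uninfected replicates 2, 3, 4 or 6 or 10 dpi replicate 6 (FDR up to 0.0967) and with 1 surrogate variable in the model (FDR = 0.231). At 10 dpi *MMP27* (3.96, FDR = 2.53e-07), *MMP9* (2.93, FDR = 0.000329) and *MMP2* (2.37, FDR = 0.000251) were higher in 6 of 6 samples and *MMP23B* (2.66, FDR = 0.00157) in 5 of 6. At 4 dpi *MMP9* had a log2 fold change of 1.95 (FDR = 0.0862). *MMP13* was lower at 4 dpi by -2.60 (standard error 0.47, FDR = 0.00110, 6 of 6 samples) and not called at 10 dpi (0.51, FDR = 0.392).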

Other genes for members of the matrix metalloproteinase family with significant differential expression where either significantly up-regulated at 4 and 10 dpi, *MMP7* and *MMP10*, only up-regulated on 10 dpi, *MMP2*, *MMP9*, *MMP23B* and *MMP27*, or down-regulated on 4 dpi, *MMP13*. Among other immune genes with increased expression at 4 dpi also *ITGB3*, *IL21RB1*, *IL13RA2*, *SOCS1*, *SOCS3*, *SUSD4*, *IL4I1*, *IL18BP* and *CD55*, were identified.

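The gene tables list no *IL21RB1* but an *IL12RB1*, which was higher at 4 dpi by a log2 fold change of 2.00 (standard error 0.50, FDR = 0.0380, 4 of 6 samples above all uninfected samples). The other 8 genes named here were called up at 4 dpi, with log2 fold changes from 1.45 for *IL13RA2* (standard error 0.34, FDR = 0.0197, 5 of 6 samples) to 3.42 for *IL4I1* (standard error 0.49, FDR = 4.84e-05, 6 of 6 samples). *ITGB3*, *SOCS3*, *SUSD4* and *IL4I1* were called with each of the 12 libraries left out in turn. The other 5 were not. *SOCS1* lost the call without uninfected replicates 3, 4, 5 or 6 or 4 dpi replicate 5 (FDR up to 0.0830), and *IL13RA2* without uninfected replicates 3, 5 or 6 or 4 dpi replicate 1 (up to 0.0917). *IL12RB1* lost it without uninfected replicates 1, 3, 4, 5 or 6 or 4 dpi replicates 3, 4 or 5 (up to 0.138). *IL18BP* lost it without uninfected replicates 1, 3, 5 or 6 or 4 dpi replicates 1, 3, 4 or 5, and *CD55* without uninfected replicates 1, 2, 3, 4 or 5 or 4 dpi replicates 1, 3 or 5 (up to 0.105 for both). Without the separate library set the FDR was 0.0842 for IL12RB1 at 4 dpi and for IL18BP at 4 dpi and 0.0630 for CD55 at 4 dpi.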

Several categories of *E. tenella* genes involved in the host cell invasion process of the parasite were also examined: The SAG genes, the rhoptry kinase (ROPK) genes, the rhoptry neck protein (RON) genes, the dense granule (GRA) genes and the microneme (MIC) genes. This analysis made use of the same classification of genes as described previously [29] and parasite gene expression was examined with the same significance thresholds as the chicken genes. The majority of SAG genes (Fig. 8) had similar patterns of expression, with peak expression at 4 dpi and a slight decrease in expression at 10 dpi compared to 4 dpi. Most of the genes were up-regulated with only *SAG14*, *SAG4*, *SAG10* and *SAG13* significantly down-regulated, all at 3 and 10 dpi and *SAG13* at 4 dpi as well.

**Fig. 8:**
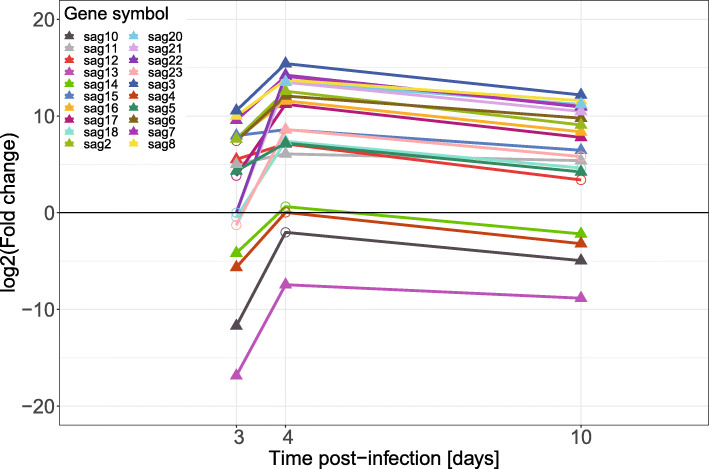
Differential expression of *E. tenella* glycosylphosphatidylinositol-anchored surface antigen (SAG) genes, in mRNA from caeca of *E. tenella* infected chickens vs. *E. tenella* mRNA from sporozoites, in samples from chickens infected with 1000 *E. tenella* oocysts/bird on day 0. Point shapes indicate significance, filled triangles for FDR < 0.05 and circles for FDR > 0.05, at the indicated time point

The ROPK genes (Fig. 9A) tended to be consistently either up-regulated or down-regulated throughout the experiment, compared to that in pre-infection sporozoites. A few, such as *ROPK/Eten3_1* and *ROPK/Unique_1*, showed larger changes, with the first increasing expression at 10 dpi and the latter with decreasing expression during the experiment.

**Fig. 9:**
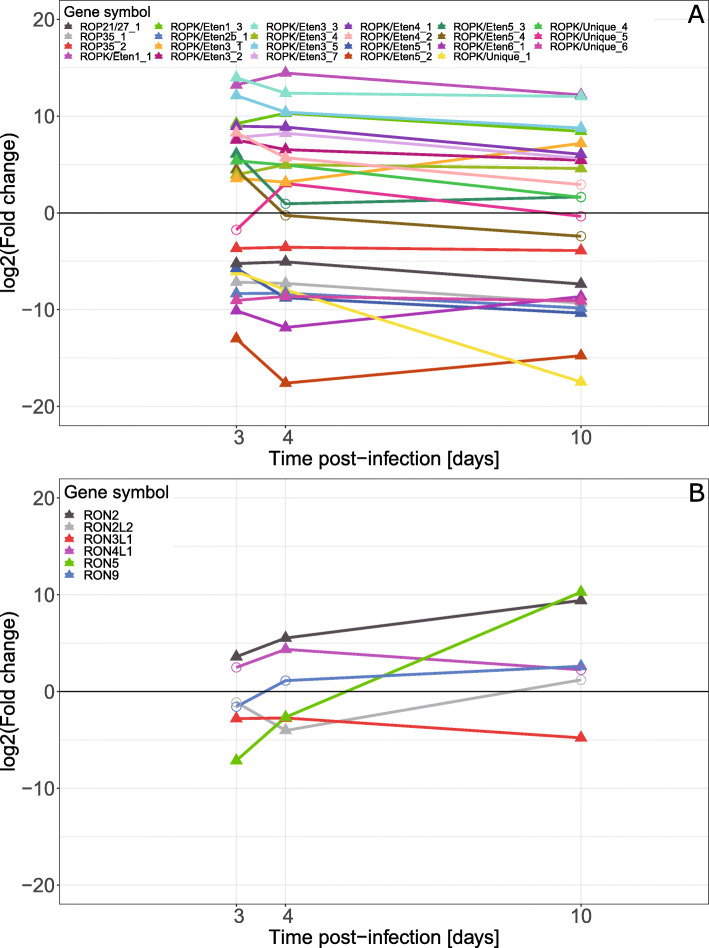
Differential expression of *E. tenella* **A** rhoptry kinase (ROPK) genes, and **B** rhoptry neck protein (RON) genes in mRNA from caeca of *E. tenella* infected chickens vs. *E. tenella* mRNA from sporozoites, in samples from chickens infected with 1000 *E. tenella* oocysts/bird on day 0. Point shapes indicate significance, filled triangles for FDR < 0.05 and circles for FDR > 0.05, at the indicated time point

The six differentially expressed RON genes (Fig. 9B) showed varied expression profiles. For example, *RON5* was significantly down-regulated at 3 and 4 dpi but significantly up-regulated at 10 dpi, *RON2* was significantly up-regulated at all time points while *RON9* was significantly down-regulated at all time points.

Three of the four differentially expressed GRA genes (Fig. 10A) were down-regulated across all time points while expression of *EtGRA11* progressively increased during the experiment and it was significantly up-regulated at 10 dpi.

**Fig. 10:**
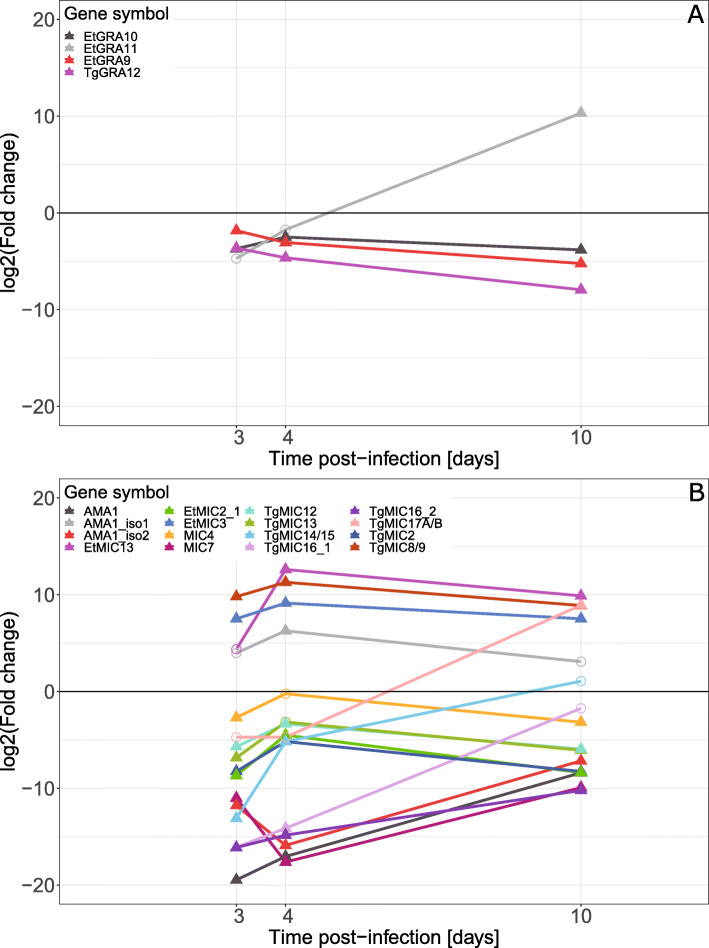
Differential expression of *E. tenella* **A** dense granule (GRA) genes, and **B** microneme (MIC) genes in mRNA from caeca of *E. tenella* infected chickens vs. *E. tenella* mRNA from sporozoites, in samples from chickens infected with 1000 *E. tenella* oocysts/bird at day 0. Point shapes indicate significance, filled triangles for FDR < 0.05 and circles for FDR > 0.05, at the indicated time point

The differentially expressed MIC genes (Fig. 10B) had more varied expression patterns. For example *TgMIC8/9* and *EtMIC3* were both significantly up-regulated across all time points while *EtMIC13* was only significantly up-regulated at 4 and 10 dpi, *AMA1_iso1* was significantly up-regulated at 4 dpi and *TgMIC17A/B* at 10 dpi. The rest of the MIC genes were down-regulated across all time points.

## Discussion

This study aimed to contribute to a more comprehensive picture of the transcriptional processes of *E. tenella* and the chicken host immune response during the early phases of infection. We detected significant alterations in the expression of both parasite and chicken genes in the infected caecal tissue from 3 dpi.

For immune responses the focus of the present study was to identify early immune events that reflect the recognition of infection, activation of innate immunity and regulation of ensuing responses. Indeed, regarding overall expression of immune response related genes in caecal tissue a group of genes with up-regulated expression at 4 dpi was identified. Notably, one of the up-regulated GO-categories at this time point was production of interleukin-12, a pro-inflammatory cytokine with key roles in connecting innate immune activation with the initiation of subsequent Th1-type responses [36]. Since Th1-type responses are considered essential for protection against *Eimeria*-infection [19] our results suggest that the chain of events leading to development of protective immunity already was initiated at this time point. This was also supported by a recent report showing that the Th1 pathway was among top up-regulated GO-categories in jejeunal tissue from *E. maxima* infected chickens 4–6 dpi [37]. Beside this, the most striking observation in the general analysis of immune related genes in our data was the up-regulated expression of a large number of genes at 10 dpi. This was an expected observation since at this time the parasite life cycle is completed and many immunological and inflammatory processes are ongoing including tissue regeneration. In this infection model we have previously e.g. observed a prominent increase of CTL among leukocytes in the caecal mucosa [35] and increased mRNA expression of genes for cytotoxic granule proteins such as perforin and granzyme A [33] at 10 dpi. In the current results evidence for the recruitment and activation of CTL was again observed at 10 dpi, as up-regulated expression of e.g. *CD8A*, *CD8B*, *PRF1*, *GZMA*, *GZMK* and *GNLY*, which confirms the sensitivity of the RNA-seq methodology used.

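At 10 dpi *GZMA* was higher by a log2 fold change of 4.63 (standard error 0.50, FDR = 3.15e-08), *GZMK* by 3.07 (standard error 0.39, FDR = 5.20e-07), *PRF1* by 2.35 (standard error 0.54, FDR = 0.00181) and *CD8B* by 1.36 (standard error 0.25, FDR = 0.000128), each in 6 of 6 samples. *GNLY* was higher by 1.62 (standard error 0.47, FDR = 0.0122) in 5 of 6 samples. All 5 were called with each of the 12 libraries left out in turn. At 4 dpi none of these 5 was called by edgeR, with log2 fold changes from 0.43 (*GZMK*) to 1.45 (*PRF1*).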

For *E. tenella*, the small amount of genetic material present in the sampled tissue on the first two time points limited the analysis to only 3, 4, and 10 dpi. The data for these three time points, however, was plentiful, with a large number of significantly differentially expressed genes compared to pre-invasion sporozoites. 

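Between the days 1089 of 5892 *E. tenella* genes were called for 4 against 3 dpi (764 higher and 325 lower at 4 dpi), 3497 for 10 against 4 dpi (1576 and 1921) and 3559 for 10 against 3 dpi (1757 and 1802). With all samples thinned to the smallest number of *E. tenella* counts the numbers were 530, 1684 and 1776. The median log2 fold change over all tested genes was 0.14, -0.42 and -0.23 in the 3 comparisons, so changes are relative to these shifts. By the selection used for the chicken genes, the largest increases from 3 to 4 dpi were those of ETH_00008590 and ETH_00008675, with 0 counts at 3 dpi and levels at least 708-fold and 315-fold higher at 4 dpi, against the floor of 3 counts over the group. ETH_00025965 (log2 fold change -7.51, FDR = 3.18e-06) and ETH_00023375 (-6.07, FDR = 7.59e-08) fell most. From 4 to 10 dpi ETH_00023355 rose by 17.96 (FDR = 7.35e-12) and ETH_00035130 by 17.83 (FDR = 6.13e-11), while ETH_00011450 and ETH_00036295, with 0 counts at 10 dpi, were at least 17.5-fold and 13.6-fold lower. Against 3 dpi, ETH_00023355 and ETH_00035130 were at least 32900-fold and 20400-fold higher at 10 dpi, and ETH_00025965 and ETH_00005335 at least 59.9-fold and 39.6-fold lower.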

The samples from each of these time points clustered separately in the MDS analysis, showing significant difference in expression patterns. This could be due to difference in parasite expression during the distinct phases of the life cycle. At 3 dpi and 4 dpi, the parasite should be in the midst of the first and second asexual reproduction cycles, respectively [31]. 

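Along the first dimension of the *E. tenella* scaling the samples of 3 dpi lay between -2.87 and -2.21 and those of 4 dpi between -2.48 and -2.28, while the samples of 10 dpi lay between 3.54 and 5.85. Along the second dimension 3 dpi spanned -2.87 to -1.96, 4 dpi 1.91 to 2.84 and 10 dpi -1.88 to 2.21.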

Similarities and distinctions between these two stages might explain why samples from 3 and 4 dpi cluster together along leading logFC dim 1 but form separate clusters along dim 2. At 10 dpi, the life cycle is completed but since oocysts may be detected in faeces up to 14 dpi [31] it is likely that low-grade sexual replication and oocyst maturation still occur. In the present results 10 dpi samples form a looser cluster with “outliers” compared to samples from 3 and 4 dpi. This might indicate that host factors were starting to influence parasite replication leading to a lower degree of synchronisation of replication between individual chickens.

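The mean distance of an *E. tenella* sample to the other samples of its day was 6.77 ± 0.53 (SD, n = 6) at 10 dpi, 2.14 ± 0.15 at 4 dpi and 5.39 ± 0.59 at 3 dpi. The difference was 4.63 between 10 and 4 dpi, with all 6 samples of 10 dpi above all of 4 dpi (exact two-sided permutation test, p = 0.00216, the smallest possible, adjusted p = 0.00433). Between 10 and 3 dpi it was 1.38, with 4 of 6 samples of 10 dpi above all of 3 dpi (exact permutation test, p = 0.00649). With all samples thinned to the same number of *E. tenella* counts, the difference between 10 and 4 dpi fell to 0.58 (p = 0.00216 in the same exact test), and the mean silhouette was then highest at 10 dpi, 0.497 against at most 0.426 at another day. In these permutation tests the 6 values of a day share their pairwise distances. They are therefore not independent, and the p-values may be too small. In 10 dpi replicate 6, the sample with the fewest *E. tenella* counts of its day (199332), the mean distance was the largest, 7.84. The paper proposes that host factors had begun to make parasite replication less synchronous between chickens.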

In the overall gene expression analysis a general down-regulation of DNA and RNA processing categories and up-regulation of protein expression and energy metabolism categories was observed. A similar pattern was recorded when the first schizogony of *E. tenella* was monitored in cell culture [29] and analogous results have been observed for *E. maxima* when merozoites and oocysts were compared [38]. Based on these observations one may hypothesise that *Eimeria* merozoites in general may have a lower level of splicing and increased protein expression compared to sporozoites.

In the present study the earliest clear host immune activation observed in caecal tissue was a strong increase in the expression of matrix metalloproteinase *MMP1* and chemokine *CCLL4* at 3 dpi. 

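The level of *MMP1* was 0.692 ± 0.494 CPM (mean ± SD, n = 6 chickens) in uninfected chickens, 13.7 ± 6.35 at 3 dpi, 56.7 ± 19.5 at 4 dpi and 126 ± 106 at 10 dpi. That of *CCLL4* was 0.0997 ± 0.0383 CPM at 3 dpi, 0.241 ± 0.243 at 4 dpi and 0.548 ± 0.364 at 10 dpi. Uninfected replicates 2 to 6 had 0 counts of *CCLL4*. At the pooled level of 3 dpi these 5 libraries together would hold 10.4 counts, between 1.40 and 3.30 in each, so a 0 in a single one of them is little evidence of a lower level. Against the floor of 3 counts over these 5 libraries (0.0284 CPM), the level at 3 dpi was at least 3.47-fold higher.

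**Figure D1:**
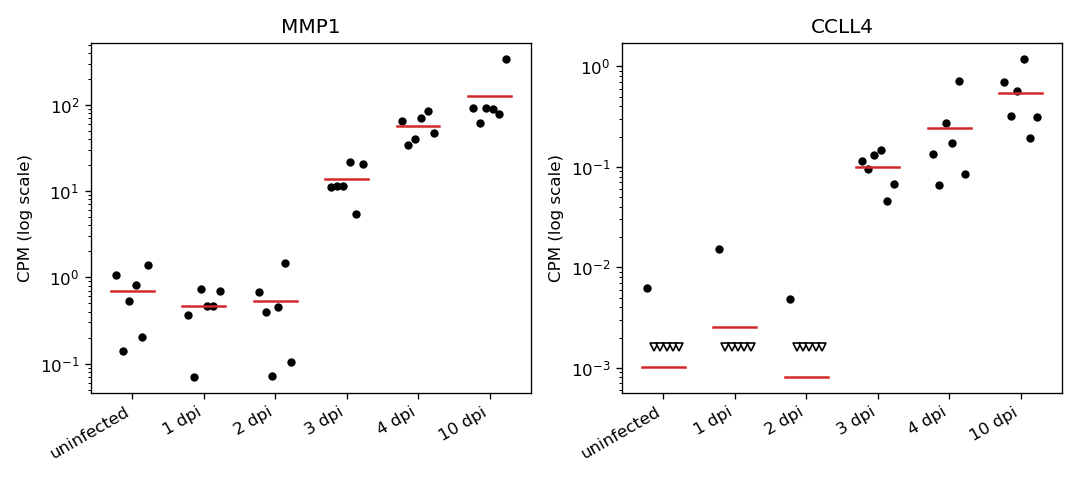
Level of *MMP1* and *CCLL4* in CPM, on a log axis, in each caecal sample by day after infection. Dots are samples, bars are group means, and open triangles below the lowest value are samples with 0 counts. Every *MMP1* dot of 3, 4 and 10 dpi lies above every uninfected dot, and 5 of the 6 uninfected *CCLL4* samples are triangles.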

For *MMP1* a prominent increase in expression was observed from 3 dpi and its expression then remained at a high level throughout the rest of the experiment. In addition, other genes in the matrix metalloproteinase family also showed increased expression at 4 and/or 10 dpi. 

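Between infected groups, *MMP1* was higher at 4 than at 3 dpi by a log2 fold change of 2.05 (standard error 0.51, FDR = 0.0631), a comparison chosen after the values were seen, and higher at 10 than at 4 dpi by 1.15 (standard error 0.49, FDR = 0.0648, 4 of 6 samples of 10 dpi above all of 4 dpi). Neither difference was called. At 10 dpi the level in replicate 6 was 342 CPM, the highest of the 6 samples.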

Matrix metalloproteinases are proteolytic enzymes that have many roles in the immune responses to infections, e.g. by recruiting immune cells, modulating chemokine and cytokine responses and in tissue degradation and remodelling [39]. Earlier reports have shown mRNA expression of several MMPs including MMP1 in caecal epithelial cells [23] and increased levels of serum MMP9 [40] after *E. tenella* infection of chickens and MMP activity has been shown in jejunal content after *E. maxima* infection of chickens [41]. In our previous in vitro study of *E. tenella* infected chicken macrophages [29], *MMP9* expression was transiently up-regulated at 12 hpi while *MMP10* and *MMP17* expression was up-regulated later in the infection at 48–72 hpi (unpublished observation). Hence, considering the prominent early response observed in the present study matrix metalloproteinases may be of importance in the early recognition of *Eimeria* infections. It is also possible that the early, 3 dpi, expression of *MMP1* could be involved in the migration of merozoite infected enterocytes through the basement membrane, which occurs at this time point [30]. In support of this, a transient accumulation of mucosal mast cells has been observed around epithelial cells invaded by first generation *E. tenella* merozoites [30, 42] and it has been suggested that mast cells may disrupt the mucosal basement membrane by activation of matrix metalloproteinases [30, 43].

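*CCL4* and *CCLL4* are separate genes in the tables. *CCL4* had a log2 fold change of 0.72 at 3 dpi (standard error 0.24, FDR = 1, 5 of 6 samples above all uninfected samples), 0.81 at 4 dpi (standard error 0.24, FDR = 0.103) and 2.24 at 10 dpi (standard error 0.25, FDR = 3.66e-08, 6 of 6 samples). Among the 13 called chemokine genes the largest log2 fold change was that of *CCLL4* at 4 dpi and at 10 dpi.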

The chemokine *CCL4* also showed a prominently increased expression at 3 dpi and then remained the chemokine with the highest differential expression throughout the rest of the experiment. 

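At 4 dpi *CCL26* was higher by a log2 fold change of 3.38 (standard error 0.58, FDR = 0.000538), *CCAH221* by 3.45 (standard error 0.55, FDR = 0.000231) and *CCL20* by 2.52 (standard error 0.41, FDR = 0.000315), the first 2 in 6 of 6 samples and *CCL20* in 5. *CCL17* had a log2 fold change of 1.05 (standard error 0.43, FDR = 0.361, 2 of 6 samples) and was not called. The tables also list *CCLI7*, which was higher by 2.20 (standard error 0.57, FDR = 0.0471, 6 of 6 samples), a call that held only without 4 dpi replicates 2 or 6 when 1 library was left out (FDR up to 0.159 otherwise). At 10 dpi *CCL26* was higher by 3.77 (FDR = 1.45e-05), *CCAH221* by 1.89 (FDR = 0.00750), and *CCL20* was not called (-0.38, FDR = 0.474). In the direct comparison of 10 with 4 dpi *CCL20* fell by 2.89 on the log2 scale (FDR = 4.68e-06) and *CCAH221* by 1.56 (FDR = 0.0173, not called without 4 dpi replicate 3 or 10 dpi replicates 4 or 5, up to 0.0593), while *CCL17* (-0.11, FDR = 0.857), *CCLI7* (-0.94, FDR = 0.170) and *CCL26* (0.39, FDR = 0.575) did not differ.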

At 4 dpi we also observed a group of chemokines, *CCL4–2*, *CCL17*, *CCL19*, *CCL20*, *CCL26* and *CCAH221*, with a clear peak of up-regulated expression. We earlier observed prompt up-regulation of the expression of several chemokines including *CCL4–2*, *CCL17* and *CCL20* at 4 h after in vitro *E. tenella* infection of chicken macrophages [29]. Other reports have also shown increased chemokine gene expression, e.g. IL-8 and CCL4, in intestinal tissues/cells approx. 4 to 10 days after *Eimeria* infection of chickens [23, 44–49], which is in line with the present results. Chemokines are crucial for recruitment of immune cells to the site of infection and important for the regulation of subsequent immune responses. Thus, the present results contribute to a more comprehensive picture of the kinetics of chemokine expression in the initiation of chicken immune responses to *Eimeria* infections.

For cytokines most genes with significantly altered expression were up-regulated as part of the general immune activation at 10 dpi. However, expression of three cytokines were significantly up-regulated at 4 dpi; *IFNG*, *IL10* and *LOC101747944* (IL-12β-like). Among these, IFN-γ is regarded as a cytokine of central importance in chicken immunity to *Eimeria*-infection both as an effector cytokine inhibiting parasite intracellular development and as a key regulator of Th1-type responses (reviewed in [19]. In line with the present results, early IFN-γ responses in intestinal tissues/cells upon primary *Eimeria*-infection of chickens have been reported previously [21, 23, 37, 45, 47, 48, 50, 51]. Moreover, in the present results some of the differentially expressed IFN-induced genes, i.e. *GBP*, *IRF1* and *RSAD2*, were significantly up-regulated at 4 dpi, which may be a result of IFN-γ stimulation. Expression of IFN-induced genes were also reported in caecal epithelial cells 4.5 days after *E. tenella* infection [23] and in jejeunal tissue 4–6 days after *E. maxima* infection [37] and in the latter study IFN signalling was the top enriched GO pathway at 4 dpi for chickens relatively resistant to the infection. For related Apicomplexan parasites *T. gondii* and *Neospora caninum* it has been shown that IFN-γ induced members of the murine guanylate-binding protein (GBP) family can restrict the intracellular growth of the parasites [52], which for *T. gondii* has been suggested essential for survival of infected mice [53]. Also the IFN-induced transcription factor IFN regulatory factor 1 (IRF1) is suggested to be of importance in parasite defence since it has been shown that IRF1 deficient (IRF1^−/−^) mice have a high susceptibility to *T. gondii* infection [54, 55]. In addition, parasite evasion mechanisms aimed at GBP and IRF1 have been described for *T. gondii*. For example, it has been shown that the rhoptry protein TgROP18 inhibits both murine GBPs [14] and human IRF1 [56]. Thus, the early IFN-γ response and IFN-induced innate effector functions may be crucial events in the chicken immune response to *Eimeria*-infection and it would be valuable to identify these early IFN-γ producing cells for our further understanding of *Eimeria* immune recognition.

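*IL10* was lower at 10 than at 4 dpi by a log2 fold change of -2.74 (standard error 0.45, FDR = 4.39e-05), with 6 of 6 samples of 10 dpi below all samples of 4 dpi, and the difference was called with each of the 12 libraries left out in turn. Its level was 0.983 ± 0.417 CPM (mean ± SD, n = 6) at 4 dpi, 0.147 ± 0.0496 at 10 dpi, 0.379 ± 0.184 at 3 dpi and 0.111 ± 0.130 in uninfected chickens. At 3 dpi it was not called (log2 fold change 1.84, FDR = 0.990), and 4 against 3 dpi, chosen after the values were seen, gave 1.38 (FDR = 0.196).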

At 4 dpi we observed a transient up-regulation of *IL10* expression in caecal tissue. Interleukin-10 (IL-10) is a pleiotropic cytokine well known for its immunoregulatory effects and in the context of protozoan infections IL-10 is suggested to have a role in controlling the potentially host-damaging effects of parasite-eliminating immune responses [57, 58]. Induction of IL-10 has earlier been observed upon *Eimeria* infections of chickens [37, 45, 48, 50, 59–61] and increased IL-10 expression has been associated with increased susceptibility to *Eimeria*-infection [37, 50, 59, 61]. Chicken macrophages have also been shown to up-regulate *IL10* expression upon in vitro stimulation with recombinant *E. tenella* surface antigens, SAG4, SAG5 and SAG12, [18]. For these SAGs we observed up-regulated expression of *SAG5* and *SAG12* and down-regulated expression of *SAG4* by the parasite during the present experiment. Hence, the observed IL-10 response may be part of *E. tenella* immune evasive mechanisms as well as part of the host’s intrinsic regulatory immune mechanisms. Interestingly, at 4 dpi several of the other immune related genes with up-regulated expression have general or more targeted immune regulatory effects, i.e. inhibitors of the cytokine-induced STAT cell signalling pathway *SOCS1* and *SOCS3* [62], regulators of specific immune events, e.g. Th1-type responses, *IL4I1* [63] and *IL18BP* [64], and complement inhibitors *SUSD4* [65] and *CD55* [66]. These early events may equally be part of the parasite’s or the host’s defence strategy. As an example of this the expression of suppressor of cytokine signalling (SOCS) 1 [67, 68] is induced by some *T. gondii* strains to avoid the effects of IFN-γ while SOCS3 on the other hand is essential for mounting protective immune responses against *T. gondii* [69], which highlights a complex balance of measures and countermeasures in infection biology.

The expression of several categories of genes involved in the *E. tenella* infection process, i.e. SAG, ROPK, RON, GRA and MIC genes, was examined in greater detail. In the present study, all SAGs, except for *SAG1*, *SAG9* and *SAG19*, showed some level of differential expression. The majority of SAGs showed only up-regulation, indicating roles in the merozoites. *SAG5* and *SAG12* were both up-regulated at all time points while *SAG4* was down-regulated, indicating some expression in the sporozoite. The down-regulation of *SAG10*, *SAG13* and *SAG14* also agrees with previous with the results of Tabarés et al [16] that these are expressed in both the sporozoite and merozoite while the rest were only found in one stage.

Rhoptry proteins ROPK and RON are known to have roles in the initial stages of Apicomplexan cell invasion [7]. For *E. tenella* several sub families of ROPK unique to *Eimeria* have been identified dubbed ROPK/Eten1–6 [11]. In the present study, most of the ROPK genes showed a consistent expression level, with either slightly higher or lower expression at 4 dpi compared to 3 dpi and a similar or slightly lower level at 10 dpi. Overall, the expression of these genes appears to differ far more between the sporozoite and the intracellular lifecycle stages than within the latter. A few genes, such as *ROP35_2*, *ROPK/Eten3_1*, *ROPK/Eten5_2*, *ROPK/Eten5_3*, *ROPK/Eten5_4* and *ROPK/Unique_1* show more dramatic changes in expression level. This may indicate differing roles between the two merozoite stages and between the merozoites and the zygote/developing oocysts at 10 dpi.

The RONs have roles in cell invasion and in formation of the parasitophorous vacuole [7, 10]. In the present study, the RON genes were more varied in expression pattern compared to the ROPK genes, with *RON5* (ETH_00005755), especially, showing a considerable increase in expression between each time point. These results agree with those of Oakes et al. [10], with *RON2* (ETH_00012760) being up-regulated in the merozoites and *RON3L1* (ETH_00007925) being down-regulated (i.e. up-regulated in the sporozoite). 

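ETH_00005755 had 0 counts in all 6 samples of 3 dpi and 51 counts at 4 dpi, with 2 of the 6 samples at 0. Its pooled level at 4 dpi was 0.451 CPM of the *E. tenella* counts, below the floor that 3 counts set at 3 dpi (1.15 CPM), so a difference between 3 and 4 dpi was not detectable at this depth (edgeR, FDR = 0.367), and its fitted direction changed to -0.15 under DESeq2 and to 0 with thinned counts. At 10 dpi the level was 4696 ± 1656 CPM (mean ± SD, n = 6), a log2 fold change of 13.40 over 4 dpi (standard error 0.79, FDR = 2.45e-11) and at least 3820-fold that of 3 dpi against the same floor. ETH_00012760 rose by 1.86 from 3 to 4 dpi (standard error 0.44, FDR = 0.00357) and by 4.35 from 4 to 10 dpi (standard error 0.46, FDR = 2.16e-08). ETH_00007925 was not called in any of the 3 comparisons, with log2 fold changes of -0.01 (FDR = 1), -1.62 for 10 against 4 dpi (FDR = 0.104) and -1.63 for 10 against 3 dpi (FDR = 0.126). DESeq2 called the decrease of ETH_00007925 10 against 4 dpi (FDR = 0.0407) and of ETH_00007925 10 against 3 dpi (FDR = 0.0445).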

*RON5* is interesting as it was highly expressed in the sporozoite, which agrees with it being down-regulated at 3 and 4 dpi. However, it was highly up-regulated at 10 dpi, indicating that it may also play some role during oocyst formation/development.

The dense granule proteins have been extensively studied in *T. gondii* while those of the *Eimeria* genus are still rather poorly defined [6, 9] but several orthologues have been identified in the *E. tenella* genome and were included in the present study. Overall, three of four GRA genes that were significantly differentially expressed were down-regulated at all time points, possibly indicating a larger role in sporozoites than merozoites. The fourth, *GRA11*, was highly up-regulated at 10 dpi, which may indicate a role in the oocyst.

Microneme proteins are involved in cell invasion and formation of the parasitophorous vacuole, e.g. AMA1 [70], as well as parasite motility and binding to host cell membranes [8]. A number of microneme proteins have been described for *E. tenella*, including EtMIC4 [12] and EtMIC2 [13]. In the present study, the three isoforms of *AMA-1* show two different patterns. Both *AMA-1* and *AMA-1_iso2* were significantly down-regulated at all three time points, most strongly at 3 and 4 dpi. *AMA-1_iso1* on the other hand, showed significant up-regulation at 4 dpi. This is in line with previous results, both from our in vitro gene expression experiments [29] and earlier proteomic experiments [71]. It further supports that *E. tenella* uses different forms of AMA1 in sporozoites and merozoites. In addition, an orthologue of *TgMIC17A/B*, showed a similar pattern of expression to *RON5* and *GRA11*, perhaps also indicating a role in the oocyst and sporozoite.

At the two earliest time points in the present study, i.e. 1 and 2 dpi, the proportion of *E. tenella* transcripts was too low to allow meaningful analysis of the expressed genes. Moreover, we did not detect any major changes in the chicken transcriptome at these early time points either. It would be reasonable to expect some host responses to the first generation of schizonts developing during this time. However, with the inoculation dose used a maximum of approx. eight thousand infected enterocytes can be generated and the present methodology might simply not be sensitive enough to detect responses to such a small proportion of the total cells present in the sample. 

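To measure what the uninfected, 1 dpi and 2 dpi samples can show, counts were simulated with the group and library sizes of the 36 samples. The mean level and variation of each gene were taken over all 36 samples, and 200 of 18703 genes per day were changed by 2 on the log2 scale in either direction. Samples of 1 and 2 dpi lay farther apart (mean distance 5.18 and 5.10, uninfected 5.085) than those of 3, 4 and 10 dpi (3.43, 3.51 and 3.00). Genes were drawn independently, so variation shared by genes was left out. The percentages below may therefore be too high, and changes confined to few cells were not simulated. edgeR called 62.5% of the changed genes in the simulated comparison of 1 dpi with uninfected and 54.0% in that of 2 dpi. Of the 132 and 111 genes called there, 125 and 108 had been changed. DESeq2 called 69.5% and 66.5% of the changed genes. In the data the smallest FDR of edgeR was 0.164 at 1 dpi and 0.460 at 2 dpi.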

In previous studies using this infection model we did not detect altered expression of CTL associated genes [33] or signs of activation of CD8β-expressing cell populations [35] in caecal mucosa during this phase of infection of naïve chickens, which is in line with the present observations. Among earlier RT-PCR or RNA-seq based studies of *Eimeria*-infected chickens that include samples collected at 1 and 2 dpi, those using intestinal tissue samples reports no or very low changes in mRNA expression at these time points [37, 46, 47] while those using purified intestinal mononuclear leukocytes report genes with altered expression [45, 51]. In addition, RNA-microarray based studies of *Eimeria*-infected chickens using purified intestinal mononuclear leukocytes report some altered gene expression at 1 and 2 dpi [20–22]. However, such studies will of course only allow expression profiling of the purified cell types. It might be more fruitful to study responses upon the first invasion of host cells by sporozoites and during the first round of schizogony in in vitro systems such as the chicken macrophage cell-line we have used earlier [29].

## Conclusions

Taken together this study has given novel insights into the initial immune activation and parasite activities during primary *E. tenella* infection. For example findings suggest a role for IFN-γ and IFN-induced genes as anti-parasite effector mechanisms in the innate chicken defence against *Eimeria* infections. Our results demonstrate the usefulness of dual RNA-seq for addressing the complexity of host-parasite interaction. Future applications of this methodology may include studies of additional *E. tenella* life cycle stages in the chicken host, of other *Eimeria* species and of infections in immune birds.

## Materials and methods

### Maintenance of the *E. tenella* isolate and generation of sporulated oocysts

A pure *E. tenella* Houghton strain [31] isolate was maintained by twice yearly passage in chickens and sporulated oocysts were prepared according to earlier described protocols [33].

### Experimental design and infection of chickens with *E. tenella* oocysts

For this study in total 42 female Dekalb White Leghorn-type laying chickens purchased from a commercial hatchery were used. All chickens were reared from day-old under SPF-conditions at the National Veterinary Institute animal facilities and were group housed in cages in rooms under negative pressure ventilation. At 12 days of age blood samples were collected and analysed for maternal antibodies to *E. tenella* using an in house ELISA as previously described [33]. Chickens were then allocated to seven groups with respect to an even distribution of maternal antibodies. One group was kept as uninfected control and at 17 days of age chickens in the remaining six groups were inoculated orally with 1000 live *E. tenella* oocysts per bird. Five infected groups and the uninfected group were used for tissue sampling and the remaining infected group was used for caecal lesion scoring [32] at 7 dpi.

Viability of inoculation oocysts was estimated based on our experience that approx. 12% of oocysts loose infectivity per month of storage in 2% dichromate at 4 °C and oocysts used in this experiment had been stored for 3 months.

From 5 to 9 dpi all faeces produced by chickens were collected once a day and numbers of oocysts per gram faeces (OPG) were determined as described earlier [33, 34].

### Caecal sample collection and RNA extraction

At 1, 2, 3, 4 and 10 dpi all chickens in one of the infected groups and one or two of the uninfected control chickens were killed by cervical dislocation and the two caeca were collected. Approximately 1 cm of the proximal part of the caeca containing the caecal tonsils was cut off. The remaining caeca were cut open longitudinally and caecal contents were thoroughly rinsed off with ice cold PBS. Ceacal tissues were cut into 0.5 cm wide strips and the tissue from the two caeca from each bird were pooled in 5 ml RNAlater (ThermoFisher Scientific). Samples were subsequently stored at 4 °C for 24 h and thereafter stored at − 20 °C.

Caecal tissues stored in RNAlater were thawed, removed from the solution and briefly air-dried. Tissues were shaken three times in a 15 ml screw cap tube for 60 s at 6.2 m/s in 10 ml of TRIzol (ThermoFisher Scientific) and a 1:1 mixture of 2 mm ø and 0.5 mm ø Zirconia/Silica beads (BioSpec products). After this treatment all mucosal tissue, but not all connective tissue, was homogenized. Samples were then stored at − 70 °C. Total RNA was isolated with a TRIzol/choloroform extraction protocol, DNAse treated, quality controlled and quantified as previously described [29].

### RNA sequencing

RNA samples isolated from the caecum from the uninfected chickens and *E. tenella* infected chickens at 1, 2, 3, 4 and 10 dpi, respectively, were sequenced with six biological replicates for each time point as described above. The sequencing libraries were prepared from 0.4–1.0 μg total RNA using the TruSeq stranded mRNA library preparation kit (Illumina) with polyA selection according to the manufacturer’s protocol. For infected chicken samples collected at 3 and 10 dpi, due to the quantity of data to be generated, 2 sequencing libraries were prepared for each sample to ensure sufficient diversity. Sequencing was done on a NovaSeq 6000 using an S4 flow cell, except for uninfected samples and those from 1 and 2 dpi for which an SP flow cell was used, with paired-end 150 bp reads and v1 sequencing chemistry.

### Read counting and differential expression analysis

Read counting and differential expression analysis was performed as previously described in [29]. Briefly, the reads were quality checked using FastQC v0.11.8 [72] and MultiQC v1.8 [73], trimmed with Trimmomatic v0.36 [74], mapped to the reference genomes (*Gallus gallus*; GCF_000002315.6_GRCg6a, and *Eimeria tenella*; GCF_499545.2_ETH001) using STAR v2.7.2b [75] and mapped reads counted using HTSeq v0.9.1 [76], edgeR v3.28.1 was used to perform differential expression analysis, analysing *E. tenella* and chicken expression separately. The comparisons made were infected tissue samples at each time point vs the uninfected tissue for chicken data and parasites at the infection time points vs a pure sporozoite sample for *E. tenella* data. GO and KEGG enrichment analysis and visualisation of results were performed as previously described [29].

### DNA isolation and ddPCR assays for quantification of *E. tenella* and chicken cells

DNA was isolated from 1 ml aliquots of caecal tissue homogenised in TRIzol according to the TRIzol manufacturer’s protocol. DNA preparations were subsequently cleaved using Bam HI restriction endonuclease (New England BioLabs Inc.) according to the manufacturer’s instructions.

Two ddPCR assays were set up to quantify host and parasite cells using previously described primers and probes for detection of *E. tenella* [77] and chicken glyceraldehyde 3-phosphate dehydrogenase (GAPDH) [33]. The assays were set up for the QX100 ddPCR system according to the Droplet Digital PCR Applications Guide (BIO-RAD). In brief, reactions had a total volume of 20 μl containing 10 μl ddPCR Supermix for Probes (BIO-RAD) 0.4 μM of each primer, 0.13 μM of probe and 2 μl of DNA samples. PCR reactions were carried out in a thermal cycler at PCR cycling parameters 10 min at 95 °C followed by 50 cycles of 30 s at 94 °C and 120 s at 58 °C followed by 10 min at 98 °C. Data were analysed using QuantaSoft software version 1.5.38.1118. FAM fluorescent droplets were analysed in channel 1 and fluorescent and non-fluorescent droplets were separated with a threshold set at 2000 AU. Samples with less than 3 positive droplets were considered negative. Data was expressed as the ratio of copies of *E. tenella*/copies of chicken GAPDH in each sample.

## Supplementary Information

**Additional file 1. **The number of reads generated for each time point in RNA isolated from caecal tissue collected from uninfected chickens and chickens 1, 2, 3, 4 and 10 days after *E. tenella* infection.

**Additional file 2. **The top 50 most significantly enriched GO categories for chicken in caecal tissue collected at 1, 2, 3, 4 and 10 days after *E. tenella* infection.

**Additional file 3. **The top 50 most significantly enriched GO categories for *E. tenella* in chicken caecal tissue collected at 1, 2, 3, 4 and 10 days after infection.

**Additional file 4. **The top 50 most significantly enriched KEGG pathways for chicken in caecal tissue collected at 1, 2, 3, 4 and 10 days after *E. tenella* infection.

**Additional file 5. **The top 50 most significantly enriched KEGG pathways for *E. tenella* in chicken caecal tissue collected at 1, 2, 3, 4 and 10 days after infection.

**Additional file 6.** Differential expression, mRNA from caeca of *E. tenella* infected vs. uninfected chickens, of A) PRR genes and B) CTL-associated genes in samples from chickens infected with 1000 *E. tenella* oocysts/bird at day 0. Point shapes indicate significance, filled triangles for FDR < 0.05 and circles for FDR > 0.05, at the indicated time point.

## Data Availability

RNA sequencing datasets generated in the current study are available in the Gene Expression Omnibus (ncbi.nlm.nih.gov/geo) under accession number GSE160169 and the Sequence Read Archive (ncbi.nlm.nih.gov/sra) under accession number SRP288913. All results on clinical signs, pathology, oocyst excretion and parasite DNA in tissues are included in this published article and raw data available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

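The samples are caecal mRNA of 36 chickens with 1 column per chicken in the tables. Infected chickens, 6 per time point, had received 1000 *E. tenella* oocysts and were sampled at 1, 2, 3, 4 or 10 dpi, and 6 chickens were uninfected. The authors trimmed the reads with Trimmomatic, mapped them with STAR to the chicken assembly GRCg6a and the *E. tenella* assembly ETH001, and counted mapped reads per gene with HTSeq. The counting options and the annotation release are not stated. Raw counts are given for 24291 chicken and 8655 *E. tenella* genes as whole numbers, and no column lacks a sample. The authors also give both tables as normalized signal values for 18984 chicken and 7255 *E. tenella* genes: by the authors, before deposit, genes with low counts were removed and the counts of each sample were divided by an effective library size, on the scale of CPM. The paper names edgeR for its tests but not the normalization. These normalized tables were used to restore 21 gene symbols that a spreadsheet had turned into dates, as the gene list of 1 later alternative for *E. tenella* and to check the filter: the 18984 chicken genes tested here are the ones in the authors' table, and all 5892 *E. tenella* genes tested are among its 7255. Entrez identifiers that stand on 2 rows (10 of them) were left as they are. The sums of both count tables equal the mapped reads of Additional file 1 in all 36 samples. They run from 15933844 to 890449469 counted reads.

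All analyses were run in R 4.3.3. Counts were normalized by TMM, filtered by filterByExpr with its defaults and tested with the quasi-likelihood F-test of edgeR 4.0.16, in 1 fit of the 36 chicken samples in 6 groups and 1 fit of the 18 *E. tenella* samples of 3, 4 and 10 dpi in 3 groups. FDR is the Benjamini-Hochberg adjusted p of that test. A gene was called at an FDR under 0.05 and an absolute log2 fold change of at least 1, the limits in the paper's figure legends. The standard error printed beside a log2 fold change is its size divided by the square root of the F statistic. Levels are edgeR's CPM of the TMM-adjusted library, except pooled levels, which are summed counts over summed adjusted libraries. Where a group has 0 counts of a gene, the fold is a lower bound against 3 counts over the group, and with 1 to 3 counts the ratio is given with its 95% counting interval.

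The *E. tenella* share was compared between days by exact two-sided permutation tests on the log10 share with 0.5 added to the parasite count (924 arrangements, smallest p 0.00216), adjusted over 5 planned comparisons. Separation in multidimensional scaling was measured by the mean silhouette on leading log2 fold change distances of the top 500 genes, with 100000 relabellings, and the spread within a day by exact permutation tests on each sample's mean distance to its day. The mean distances of a day share pairwise distances, so they are not independent. Families of chicken genes were defined by 11 symbol patterns, since the GO and KEGG lists of the paper are not in the files, and tested with camera (preset correlation 0.01) with fry and camera with an estimated correlation beside it. The pattern for cytokines was meant to leave out receptors and the interleukin-8 genes but also took in *IFNAR1*, *IL8L1* and *IL8L2*. Cell types were followed by 6 lists of 8 marker genes each (smooth muscle, intestinal epithelium, B cells, T cells, macrophages and red blood cells) and 2 later lists of 8 genes (skin and enteroendocrine cells).

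The comparisons, tests, thresholds, families, the 6 marker lists, the rule for the genes named and the alternative settings were fixed before the data were examined. The rule names every chicken gene of the paper's text at the day of its claim, every gene called at a day with 20 or fewer calls, and, at 4 and 10 dpi and between 10 and 4 dpi, the 3 genes with the largest change up and the 3 down among called genes whose 6 samples lie on one side of all 6 of the other group and whose symbol is not a LOC number. It also names the called chemokine, cytokine and matrix metalloproteinase genes, the 3 *E. tenella* genes that the text identifies and the top 2 up and 2 down per *E. tenella* comparison. Listed with the genes of the paper's text were *CCLI7* and *IL12RB1*, which that text does not name. The comparison of 4 with 3 dpi in chicken genes, the 2 later lists and the clustering of the chicken samples were added afterwards.

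The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2's size factors within edgeR, no filter, a stricter filter (at least 1 CPM in at least 6 samples for the chicken, at least 10 counts in every sample of 1 group for *E. tenella*), a fit of only the 2 groups compared, robust estimation, edgeR's test against the log2 threshold (glmTreat), FDR without the log2 limit, binomial thinning of every library to the smallest, leaving out the 4 libraries of the separate set, 1 surrogate variable from sva 3.50.0, the replicate number as a block, and leaving out each library in turn. The genes of the authors' normalized *E. tenella* table were added as an alternative later. Distances and set tests used limma 3.58.1. Every comparison between 6 and 6 samples was also repeated on 100 of the 462 distinct splits of its samples. The scripts were tested on simulated data with 200 changed genes before use.

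Depth sets what can be seen. At 1 and 2 dpi *E. tenella* counts are too few for tests of single genes, and a chicken gene with a low level in uninfected, 1 dpi or 2 dpi libraries can have 0 counts there by chance. The sporozoite sample that the paper compares *E. tenella* with is not among the 36, so no comparison with sporozoites is made. Oocyst counts, pathology and parasite DNA are not in the files. No coordinates are printed, since the gene table at hand is for the assembly GRCg7b and the counts are for GRCg6a.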

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

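Among the tests in this part, those of parasite reads on keratin genes, of the library set of 3 dpi, of skin, of the choice of genes behind the share at 1 dpi, of the share at 2 dpi against uninfected, of reads moved within a library set and of chicken reads counted on parasite genes were chosen after the results were seen. The others were planned.

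In 68 groups of 6 samples, 9 had 1 sample far from the rest, measured as its gap to the nearest other sample divided by the range of the group (Dixon's test). Chance gives about 1 such group in 20. In the chicken distances at 1 dpi, replicate 2 lay far out (0.632), and it has the lowest TMM factor of its day, 0.626. TMM factors follow the component along which chicken samples differ within days, whose source stays open. For *E. tenella*, 3 dpi replicate 2 (0.675) and 10 dpi replicate 6 (0.790) had the largest mean distance to their day. They have the fewest parasite counts of their days, 96371 and 199332. For the group of 10 dpi, thinning all samples to the same number of counts took the difference in mean distance to 4 dpi from 4.63 to 0.58, so read number accounts for most but not all of it there, but it was not tested for the single samples.

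At 4 dpi, replicate 2 had the lowest parasite share (0.744), and in the same chicken *CCL20* (0.676) and *ITGB3* (0.639) were lowest. A candidate explanation is that host genes follow the parasite share. Within the days 3, 4 and 10 dpi the mean of the 8 genes raised at 3 dpi did so (r = 0.688 over 18 samples), but *CCL20* and *ITGB3* are not among those genes and were not tested. At 10 dpi replicate 6 had the highest *MMP1* (0.763, 342 CPM) and the lowest *IL10* (0.729), and at 4 dpi replicate 5 the highest *CD55* (0.677). No technical or biological explanation was tested for these 3.

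The effect against uninfected chickens differed between 10 and 4 dpi in 5118 chicken genes by the test of the difference itself. Of the genes that the paper names, the log2 difference of 10 minus 4 dpi was 1.18 for *CCLL4*, 1.43 for *CCL4*, 3.282 for *GZMA*, 2.64 for *GZMK*, 5.69 for *MMP7*, 3.43 for *MMP2*, 3.31 for *MMP23B*, 4.31 for *MMP27*, 3.11 for *MMP13* and 1.06 for *IL13RA2*. It was -1.25 for *CCL4-2*, -2.39 for *CCL19*, -2.89 for *CCL20*, -1.56 for *CCAH221*, -2.74 for *IL10*, -1.22 for *MIF*, -1.36 for *IL34*, -1.49 for *GBP*, -1.06 for *IRF1*, -2.85 for *LOC100858579*, -1.56 for *ITGB3*, -1.30 for *SOCS3*, -1.38 for *SUSD4* and -1.31 for *CD55*. Some of these calls rest on single libraries. *GBP* was not called without 4 dpi replicates 4 or 5 or 10 dpi replicates 2, 4, 5 or 6 (FDR up to 0.0728), and *SOCS3* was called only without 4 dpi replicates 2 or 6 or 10 dpi replicates 1 or 3 (up to 0.0939 otherwise). *IL13RA2* was not called without 4 dpi replicates 2 or 3 or 10 dpi replicates 1 or 6, where its FDR stayed at most 0.0473, so its log2 difference fell under the threshold. The same holds for *IRF1* without 4 dpi replicate 5 (FDR at most 0.00106). *CD55* was called only without 10 dpi replicate 1 (up to 0.128 otherwise), and *CCAH221* was not called without 4 dpi replicate 3 or 10 dpi replicates 4 or 5 (up to 0.0593). For *CCLL4* and *CCL4-2* the libraries are given at their claims.

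For these 5118 genes, 2 of 100 splits of the 12 samples gave as many calls, the real one included. Chance is therefore unlikely for the number of calls but not excluded. The other split gave 5500 and differed from the real one by exchanging 10 dpi replicate 3 with 4 dpi replicate 2. It does not follow a library set. With equal depth 3808 genes were called, which argues against depth as the whole cause. No library set holds samples of both days, so a difference between sets stays open, as does the day itself.

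Parasite counts at 2 dpi, which the paper left out of its analysis of parasite expression, were above the level in uninfected chickens. The mean share was 10.1 times as high (exact permutation test, p = 0.00216, the smallest that 6 against 6 can give). In uninfected samples 87.7% of the parasite counts fell on 10 genes that took 7.86% at 2 dpi, so reads of another source on these genes may make up most of the background but little of the counts at 2 dpi. Among the 6 samples of 1 dpi, 4 lay above all uninfected samples once the 10 genes were left out. With the 10 genes chosen on the other 5 uninfected libraries each time, the ratio of 1 dpi to uninfected was 4.39 (exact permutation test, p = 0.00649), which argues against the choice of genes as its cause. Reads moved between libraries of a set would reach its uninfected samples too. Within the set that holds 5 uninfected samples and 5 of each of these days, the share outside such genes was 50.8 times as high at 2 dpi, with 5 of 5 samples above all uninfected ones (exact permutation test, p = 0.00794, the smallest possible), and 102 times in the separate set, which argues against such reads as the whole cause at 2 dpi. At 1 dpi it was 3.96 times as high (exact permutation test, p = 0.0238), with 3 of 5 samples above, and 7.30 times in the separate set, and moved reads stay open. The paper detected parasite DNA in 3 of 6 chickens at 1 dpi and in every infected chicken from 2 dpi on. Parasite was thus present in these tissues, which does not tell whether single reads were moved.

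At 3 dpi 6 genes that the paper does not discuss were higher than in uninfected chickens. The log2 fold changes were 8.12 for *KRT71*, 6.12 for *KRT75L1* (pooled level 69.8 times as high, 95% counting interval 19.2 to 577), 4.51 for *KRT5*, 2.73 for *S100A9*, 2.26 for *LYGL* and 1.97 for *CHRDL2*. The fitted values of *KRT71*, *KRT75L1* and *KRT5* rest on 5, 2 and 11 counts over the uninfected group, all in 1 sample. Of 100 splits of the samples, 1 gave as many calls at 3 dpi, the real one, which is the smallest number possible. Chance is therefore unlikely for the number of called genes but not excluded. By genes at an unadjusted p under 0.05 the day does not stand out, with 425 such genes and as many in 45 of 100 splits. The keratin genes were above all uninfected samples in 6 of 6 samples each, which argues against other tissue in a few birds. From 3 to 4 dpi *KRT71* rose 1.18-fold, *KRT75L1* 1.42-fold and *KRT5* 5.33-fold, while the parasite share rose 49.6-fold. This argues against parasite reads counted on *KRT71* and *KRT75L1*. The mean of *KRT5* fell back after 4 dpi, as the share did, and at 3 dpi was 1.24 times that at 10 dpi. Parasite reads as a part of its counts therefore stay open. A list of skin genes, of which *KRT14*, *KRT15* and *TP63* had been seen before, had a median log2 fold change of -0.0266 at 3 dpi (3 above 0 and 5 below, fry FDR = 0.349), 1.26 at 4 dpi and 0.92 at 10 dpi. The caecum expresses all 8, the most abundant of them, *ITGB4*, at a mean of 347 CPM in uninfected chickens and 343 CPM at 3 dpi, which would hide a small share. Of the less abundant ones, *KRT14* (1.83 CPM in uninfected chickens and 1.84 CPM at 3 dpi), *SFN* (0.668 and 0.631 CPM) and *TP63* (0.736 and 0.489 CPM) stayed level or lower, while *KRT15* (0.508 and 1.18 CPM) and *PKP1* (0.324 and 0.949 CPM) were higher, so skin in the samples stays open. All samples of 3 dpi are of 1 library set. At 4 dpi, in 2 other sets, the lowest sample lay above the highest uninfected one for each keratin gene, by a ratio of 27.3 or more, which argues against the library set of 3 dpi as the whole cause for them. The same was seen for *S100A9* (7.87 against 4.94 CPM) and *CHRDL2* (4.03 against 2.03 CPM) but not for *LYGL* (4.45 against 4.88 CPM). Only 1 sample of 4 dpi shares a set with an uninfected sample, so a difference of the sets of 3 and 4 dpi together from those of uninfected samples stays open, and so does an effect of infection.

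Of genes with 0 counts in every uninfected sample, *EDPE* was at least 641-fold higher at 4 dpi and at least 53.9-fold at 10 dpi, *POU4F3-2* at least 244-fold and *KRT75* at least 70.8-fold higher at 4 dpi, and *TGM6L* at least 87.1-fold higher at 10 dpi. By the other splits, chance is unlikely for the number of genes called at 4 dpi (1 of 100 splits, the real one) and at 10 dpi (1 of 100). By genes at an unadjusted p under 0.05 it cannot be excluded at 4 dpi, where 10 of 100 splits gave as many as the 1905 of the real one. Thinning to equal depth, which left 98 genes called at 4 dpi and 2760 at 10 dpi, argues against depth as the whole cause. *EDPE*, *POU4F3-2* and *KRT75* had counts in all 6 samples of 4 dpi, so also in replicate 1, and 0 counts in the uninfected sample of its library set, which goes against a set effect. With 1 library per day in that set it is not excluded for them (mean distance of 4 dpi replicate 1 to the other samples of 4 dpi 3.34), and at 10 dpi no uninfected sample shares the set. By the paper's methods, uninfected samples and those of 4 dpi were also run on different types of flow cell, so an effect of flow cell stays open.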

How the results depend on the processing

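The genes of the authors' normalized *E. tenella* table were added as an alternative after the results were seen; all other alternatives here were planned, and all planned ones were run. Surrogate variables were estimated for the chicken only. Where a value moved, the cause was not tested, unless the setting itself gives it: the thinned libraries, the stricter filter and the left-out libraries hold fewer counts, genes or samples, and the test against the log2 threshold (glmTreat) asks for more than the threshold did.

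The 0 chicken genes called by edgeR at 1 dpi (1058 genes at an unadjusted p under 0.05) and the 0 at 2 dpi (2008 genes) became 2 and 1 with DESeq2 and 3 and 1 with 1 surrogate variable, and stayed 0 under the other 10 planned settings. The number of genes called at 3 dpi, 9, became 3 with the stricter filter, 5 with only the 2 groups compared in the fit and 4 with glmTreat. With 1 surrogate variable it was 28, with all 9 among them. The number of chicken genes called at 4 dpi, 182, became 305 with DESeq2 (73.8% of them up, against 84.6%), 118 with the stricter filter, 48 with glmTreat, 98 with thinned libraries, 111 without the separate library set and 927 with 1 surrogate variable (70.9% up). The 3489 chicken genes called at 10 dpi became 894 with glmTreat. The 5118 chicken genes that differ between 10 and 4 dpi became 966 with glmTreat and 2845 with 1 surrogate variable. The 1089 E. tenella genes that differ between 4 and 3 dpi became 483 with glmTreat and 530 with thinned libraries, and the 3497 E. tenella genes that differ between 10 and 4 dpi and 3559 for 10 against 3 dpi became 1684 and 1776 with thinned libraries, in which 2566 genes could be tested. The other counts stayed within 1.5 times the value first given. DESeq2's size factors took the share of *E. tenella* genes that were higher at 10 than at 4 dpi from 45.1% to 38.5% of the called genes.

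With each library left out in turn, the count at 3 dpi ran from 5 to 9. It was 5 without uninfected replicates 4 or 6 or 3 dpi replicates 2 or 6. At 4 dpi it ran from 102 to 216, with 102 without uninfected replicate 5, 120 without uninfected replicate 3 and 118 without 4 dpi replicate 5. The other ranges stayed within 1.5 times: 2574 to 4509 at 10 dpi, 3631 to 6078 for 10 against 4 dpi, and 755 to 1625, 3235 to 3868 and 3355 to 3889 for the *E. tenella* comparisons of 4 with 3, 10 with 4 and 10 with 3 dpi.

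The replicate number as a block changed none of the 9 counts of called genes by more than 1.5 times (154 for chicken genes called at 4 dpi, 832 for E. tenella genes that differ between 4 and 3 dpi). With the block, 96 values of named genes kept their direction and side of the thresholds. Another 5 were no longer called: LOC101747944 at 4 dpi (FDR = 0.0533), MMP7 at 4 dpi (0.0541), SGCZ at 4 dpi (0.0712), LOC112530446 at 3 dpi (0.0712) and RSAD2 at 4 dpi (0.10). The FDR alone does not tell whether these 5 effects were smaller with the block. The numbers do not pair the samples, since samples with the same number in 2 groups were not alike beyond a correlation of 0.1 in every pair in any comparison.

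The *E. tenella* share kept its direction and side of the threshold in all planned comparisons except 1 dpi against uninfected, where leaving out the 10 top genes of uninfected samples raised the ratio from 1.30 to 5.60 (adjusted p = 0.00649). In multidimensional scaling, the mean silhouette of the chicken days changed sign from -0.00808 to 0.00781 without the separate library set and to 0.0199 with thinned libraries, while that of *E. tenella* kept its sign. The larger spread of *E. tenella* profiles at 10 dpi kept its direction with all genes and with thinned libraries, and was not run without the separate set.

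Among the families of chicken genes, the lower ribosomal protein genes at 4 dpi (camera FDR = 0.0463) had an FDR of 0.675 under fry, 0.769 with an estimated correlation, and 0.546 in the opposite direction with 1 surrogate variable. The family oxidative phosphorylation subunits at 4 dpi (0.206) reached 3.21e-05 with 1 surrogate variable. With the estimated correlation the FDR at 10 dpi was 0.229 for ribosomal protein genes and 0.229 for oxidative phosphorylation, 0.0549 for pattern recognition receptors and 0.0975 for the interferon-induced genes, which were named for their increase in these samples. All other families kept their direction and side under all 4 alternatives.

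Of the named genes, ETH_00005755 changed direction between 3 and 4 dpi to -0.15 with DESeq2 and to 0 with thinned libraries, and ETH_00007925 4 against 3 dpi to 0.0479 with DESeq2's size factors, both not called. DESeq2 called ETH_00007925 lower in 2 comparisons. Calls were lost for 15 values without the separate library set, 7 with thinned libraries, 4 with 1 surrogate variable, 1 with DESeq2 and 1 with its size factors. *CCLL4* at 3 dpi had an FDR of 0.931 without the separate set and 0.0967 with DESeq2, and *CCLI7* at 4 dpi 0.0685 and, thinned, 0.0853.

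Depth limits the uninfected, 1 dpi and 2 dpi samples most: outside the separate set they hold at most 33066306 counted reads, against at least 343635098 at the later days, so genes such as *CCLL4* can be at 0 there by chance. In *E. tenella*, 3 counts over a group correspond to 1.15 CPM at 3 dpi and 1.53 CPM at 10 dpi, against 0.0265 CPM at 4 dpi.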

Differences from the paper's values

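The direct comparison of 4 with 3 dpi in chicken genes was chosen after the results were seen, and the other values in this part come from planned tests. No value that the paper states for a measure computed here differed: 9 genes called at 3 dpi, shares of 0.752 to 6.00% at 4 dpi, and totals of 15933844 to 890449469 reads. For the 9 genes, the alternatives set before the data were examined that moved away from the paper's number were the stricter filter (3), only the 2 groups compared (5), glmTreat (4) and 1 surrogate variable (28).

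Of 53 pairs of a gene and a day with a call and direction in the paper's text, 51 were the same here, over 43 genes. The 53 pairs and the 51 include *CCLI7* and *IL12RB1* at 4 dpi. The paper's text names neither of these genes, and they were taken beside *CCL17* and for *IL21RB1*. The paper counts *CCL17* among the chemokines up-regulated at 4 dpi. Here its log2 fold change was 1.05 (FDR = 0.361) and it was not called at 4 dpi under any alternative or with any library left out. *CCLI7*, a different gene with a similar symbol, was called (2.21, FDR = 0.0471). *CCL17* was called in 1 setting, at 10 dpi without uninfected replicate 3.

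In its discussion the paper describes *CCL4* as raised at 3 dpi and as the chemokine with the highest differential expression later. Of the 21 chemokine genes, the one with the largest log2 fold change at 4 and at 10 dpi was *CCLL4* (5.64 and 6.83), the gene that the results section names, while *CCL4* had 0.72 at 3 dpi (FDR = 1) and 2.24 at 10 dpi.

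The paper names *MIF* and *IL34* as the only cytokines down-regulated. Of the 24 cytokine genes called here, 3 were lower, those 2 and *CSF1* (-1.09, FDR = 0.0192), if *CSF1* belongs to the paper's list, which is not in the files. *IL21RB1*, which the paper lists as raised at 4 dpi, is not in the tables, and *IL12RB1* was (2.00, FDR = 0.0380).

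The paper describes *RON5* as rising between each of the days. Here ETH_00005755 had 0 counts at 3 dpi and 51 at 4 dpi, a level of 0.451 CPM under the 1.15 CPM that 3 counts would give at 3 dpi, so a rise from 3 to 4 dpi could not be detected or ruled out (edgeR, FDR = 0.367). It was higher at 10 dpi (log2 fold change 13.40 over 4 dpi). The paper describes *MMP1* as increasing further at 4 and 10 dpi. The means rose, while the differences between 4 and 3 dpi (2.05, FDR = 0.0631) and between 10 and 4 dpi (1.15, FDR = 0.0648) were not called.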

Other observations

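Chosen after the results were seen were the tests of gene span, of the ribosomal set against the within-day component, of that component in the other splits, of chicken reads counted on parasite genes, of the enteroendocrine list, which followed from the decrease of *INSL5*, and the comparison of 4 with 3 dpi. The other tests here were planned or written before their values were seen.

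At 1 and 2 dpi the real split gave 0 called genes by edgeR (2 and 1 by DESeq2), so 100 of 100 splits gave at least as many by construction, and this count says nothing. By genes at an unadjusted p under 0.05 (1058 at 1 dpi and 2008 at 2 dpi), 28 and 13 of 100 splits gave as many, the real one included, so chance cannot be excluded for these numbers. At 1 dpi another split gave 4669 called genes. It put 1 dpi replicates 1 and 3 with uninfected replicates 1, 3, 5 and 6, and among the 99 other splits its 2 sides lay farthest apart along the component on which chicken samples differ within days. Both samples of the separate library set were on the same side of it, and without that set edgeR called 0 genes at 1 dpi as well. It was the only one of the 99 other splits with any called gene, so Spearman's rho between the number of called genes and that difference (0.173) rests on this split alone and decides nothing. Whether the component makes the calls stays open. For the *E. tenella* comparisons, 1 of 100 splits, the real one, gave as many calls for 4 against 3 dpi, 1 for 10 against 4 dpi and 1 for 10 against 3 dpi, so chance is unlikely. With all samples thinned to equal depth 530, 1684 and 1776 genes were called, so a difference in depth is not the whole cause.

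Library set and day cannot be told apart at 3, 4 and 10 dpi, since 4 dpi replicate 1 is the only infected sample from 3 dpi on that shares a set with an uninfected sample. In the chicken distances it lay at 3.34 from the other samples of 4 dpi on average, at 3.70 from uninfected replicate 1 of its own set and at 4.79 from the other uninfected samples. Within the separate set, of the 111 genes called at 4 dpi without that set 110 also passed the filter with all libraries, and 105 of these 110 differed in the same direction between 4 dpi replicate 1 and uninfected replicate 1 (95.5%), against 24 for 1 dpi replicate 1 and 33 for 2 dpi replicate 1. With 1 library per day, this leaves a set effect open for the rest. By the paper's methods, uninfected samples and those of 4 dpi were run on different types of flow cell, so a shared set may not mean a shared run.

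Parasite reads in uninfected samples have 2 candidate explanations. Reads may have moved from infected libraries, and those from libraries of 4 dpi would follow the parasite profile of that day. Outside the 10 top genes, 122 counts followed it across genes with a rho of 0.0986. The profile itself thinned to 122 counts gave 0.136 to 0.162 in 20 draws, all above that value. This argues against reads of 4 dpi as the whole source of the 122 counts, while such reads as a part of them stay open. By the library names, 5 uninfected samples share their set with samples of 1 and 2 dpi only. Reads moved from those days were not compared in this way, so they stay open. Chicken reads counted on similar parasite genes would fall on few genes: the 10 top genes held 87.7% of the counts in uninfected samples, against 40.0% at 1 dpi, 7.86% at 2 dpi and 2.53% at 4 dpi. Genes are not independent replicates in such correlations.

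Within days, 41.6% of the variance of chicken profiles lay on 1 component, and 9 relations with it were tested over the 36 samples by permutation within days. It rose with the intestinal epithelium list (r = 0.861, rho = 0.846, p = 1e-05 for both, the smallest possible, adjusted 4.5e-05, r = 0.816 without the 2 farthest samples, 0.877 without the separate library set). It also rose with the smooth muscle list (r = 0.527, rho = 0.508, p = 0.00211 and 0.00285, adjusted 0.00475 and 0.00641, r = 0.430 without 2 samples). A changing share of muscle or of epithelium would move the 2 lists apart, and they moved together (correlation 0.515), which argues against either as the whole cause. Depth did not follow it (r = -0.243, rho = -0.127, p = 0.263 and 0.441). It followed the TMM factor (r = -0.958, rho = -0.961) and the percentage of reads mapped to features (r = 0.661, rho = 0.753, adjusted p = 3e-04 and 6e-05), but not the B cell (r = 0.247), T cell (-0.353), macrophage (0.123) or red blood cell list (0.358, adjusted p = 0.0581). Across 16650 genes the weight of a gene on it fell with the length of the gene in the assembly GRCg7b (rho = -0.515), with genes not being independent. Gene length is not transcript length and no RNA integrity values are in the files, so RNA integrity stays open as a cause.

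The mean of the 74 ribosomal protein genes followed this component (r = 0.948, rho = 0.918, p = 1e-05 for both, the smallest possible, r = 0.932 without 2 samples), as did that of the 71 oxidative phosphorylation genes (r = 0.970, rho = 0.946), 2 relations tested. For the ribosomal set at 4 dpi the component is a candidate explanation, as the set test lost its FDR of 0.0463 with 1 surrogate variable (0.546, in the opposite direction). At 10 dpi r = 0.948 leaves it open, since the FDR with 1 surrogate variable was 0.0112. At 10 dpi oxidative phosphorylation genes had a median log2 fold change of -0.88 (67 of 71 below 0, 16 called down, 22 adjusted over the list alone, camera FDR = 4.24e-10, with the estimated correlation 0.229), and the 40 cytochrome P450 genes -0.06 (11 called down and 4 up, the same adjusted over the list alone, camera FDR = 0.00399), while at 4 dpi the P450 genes had -0.09 (FDR = 0.596).

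Chickens of a day differ in parasite share, and 4 scores were related to it within 3, 4 and 10 dpi over 18 samples. The mean of the 8 genes called up at 3 dpi rose with the share (r = 0.688, rho = 0.748, p = 0.00276 and 0.00111, adjusted 0.0110 and 0.00444). It was 0.573 without the 2 farthest samples, 0.855, 0.690 and 0.556 within 3, 4 and 10 dpi, and 0.665 without the separate library set. These genes may therefore follow the amount of parasite. For the interferon-induced genes (r = 0.235, rho = 0.366, p = 0.404 and 0.158) and the T cell list (r = -0.176, rho = -0.273, p = 0.471 and 0.319) the values do not decide. The cell division family fell with the share (r = -0.671, p = 0.0146, adjusted 0.0292), but rho was -0.389 (p = 0.121, adjusted 0.211) and r without the 2 farthest samples -0.139, while r was -0.511, -0.803 and -0.737 within 3, 4 and 10 dpi and -0.676 without the separate library set, so the values do not decide here either.

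The decrease of *INSL5* at 10 dpi was weighed against a loss of enteroendocrine cells. Of 8 marker genes chosen for them 7 were tested, with a median log2 fold change of -2.68 at 10 dpi (fry FDR = 1.21e-11), -0.11 at 4 dpi and -0.20 at 3 dpi. *NTS*, *CHGA*, *SCGN*, *NEUROD1* and *INSM1* were called down and *GCG* and *CHGB* up. The most abundant, *CHGA*, fell by 4.02 on the log2 scale to a mean of 57.1 CPM, and uninfected caecum expresses all 7, so fewer such cells may explain part of the pattern, and a change in their kind stays open. The intestinal epithelium list had a median of -0.698 at 10 dpi (6 of 8 below 0, 1 called down, fry FDR = 0.0810), and its most abundant gene, *ANPEP*, had a mean of 8380 CPM in uninfected chickens and 3840 CPM at 10 dpi, which does not decide whether fewer epithelial cells lie behind the lower genes of that day.

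The caecum of uninfected chickens itself expresses all 8 genes of each marker list, except for the red blood cell list, of which 4 genes passed the filter, so the lists follow shifts in cell types that the tissue itself holds. The medians at 10 dpi were 1.27 for B cells (4 called up, fry FDR = 1.06e-06), 1.37 for T cells (6 called up, 9.87e-08), 0.29 for macrophages (2 called up, 0.0272), 2.79 for red blood cells (3 called up, 0.000174) and -0.44 for smooth muscle (0.466). At 4 dpi the T cell list was higher (0.44, FDR = 0.00473), and at 2 dpi the B cell list was lower (-0.58, FDR = 0.0272). The other lists had an FDR above 0.05 at 1, 2, 3 and 4 dpi. *CD8A* is a gene of the T cell list that the paper also names.

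The looser *E. tenella* cluster at 10 dpi was weighed against the lower number of parasite reads there. With all samples thinned to the same number, the difference in mean distance between 10 and 4 dpi fell from 4.63 to 0.58 (exact permutation test, p = 0.00216, the smallest possible, in both cases), so most of the difference goes with read number, a smaller one is left, and a difference in the synchrony of the parasites, which the paper proposes, was not tested. The mean distances of a day are not independent of each other, so this p may be too small.

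Between 4 and 3 dpi 66 chicken genes were called, 53 higher and 13 lower at 4 dpi, among them *KRT5* (2.41, FDR = 0.0103). *IFNG* was higher by 2.08 (FDR = 0.0811) and not called.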
